# Interactions with RNA direct the Polycomb group protein SCML2 to chromatin where it represses target genes

**DOI:** 10.7554/eLife.02637

**Published:** 2014-07-01

**Authors:** Roberto Bonasio, Emilio Lecona, Varun Narendra, Philipp Voigt, Fabio Parisi, Yuval Kluger, Danny Reinberg

**Keywords:** Polycomb, noncoding RNAs, chromatin, SCML2, PRC1, MBT, human

## Abstract

*Polycomb* repressive complex-1 (PRC1) is essential for the epigenetic regulation of gene expression. SCML2 is a mammalian homolog of *Drosophila* SCM, a *Polycomb*-group protein that associates with PRC1. In this study, we show that SCML2A, an SCML2 isoform tightly associated to chromatin, contributes to PRC1 localization and also directly enforces repression of certain *Polycomb* target genes. SCML2A binds to PRC1 via its SPM domain and interacts with ncRNAs through a novel RNA-binding region (RBR). Targeting of SCML2A to chromatin involves the coordinated action of the MBT domains, RNA binding, and interaction with PRC1 through the SPM domain. Deletion of the RBR reduces the occupancy of SCML2A at target genes and overexpression of a mutant SCML2A lacking the RBR causes defects in PRC1 recruitment. These observations point to a role for ncRNAs in regulating SCML2 function and suggest that SCML2 participates in the epigenetic control of transcription directly and in cooperation with PRC1.

**DOI:** http://dx.doi.org/10.7554/eLife.02637.001

## eLife digest

Almost every cell in our bodies has the same genes but at any one time different genes will be switched on in different cells. Much of the DNA in a cell is wrapped around proteins called histones to form a compact structure called chromatin. The DNA in chromatin is often so tightly packed that the genes in the DNA cannot to be accessed or switched on.

A complex of proteins called the Polycomb Repressive Complex 1 (or PRC1 for short) pack DNA into chromatin to switch genes off (and keep them off) in both plants and animals. Other proteins are known to weakly bind to this complex, including one called SCM in fruit flies. However, this protein has not been extensively studied.

Bonasio, Lecona et al. have now looked at a related version of this protein that binds to chromatin in humans. These experiments revealed that this protein, which is called SCML2A, also binds to molecules of RNA, and Bonasio, Lecona et al. also identified a previously unrecognized domain within SCML2A that interacts with these molecules.

Like other domains in this protein that bind to PRC1 and histones, SCML2A needs its RNA-binding region to be able to bind to chromatin in order to target and switch off certain genes. As such, the findings of Bonasio, Lecona et al. support models whereby RNA molecules can regulate the expression of genes, and suggest that some RNA molecules do this by interacting with SCML2A.

Future work is needed to address whether RNA molecules serve as guides that direct SCML2A to specific genes that need to be switched off, or whether these molecules' roles are more complex.

**DOI:** http://dx.doi.org/10.7554/eLife.02637.002

## Introduction

Polycomb group (PcG) genes are key epigenetic regulators in *Drosophila*, mammals, and plants (Schuettengruber et al., 2007). PcG mutants fail to maintain transcriptional repression of differentiation genes during development, which results in their ectopic expression, compromised patterning of the embryo, and homeotic transformations (Lewis, 1978; Struhl, 1981; Simon et al., 1992). Most PcG genes encode proteins that recognize chromatin or modify its structure, often by forming multi-subunit protein complexes such as *Polycomb* repressive complex 1 (PRC1) (Simon and Kingston, 2009). Genetic screens and biochemical studies have identified several additional PcG proteins that are not stable components of known *Polycomb* complexes. One of these proteins is sex comb on midleg (SCM), which is required for appropriate body patterning during embryonic development in *Drosophila* (Simon et al., 1992; Bornemann et al., 1996, 1998). SCM and its human homologs were recovered in sub-stoichiometric amounts after biochemical purifications of the PRC1 complex (Shao et al., 1999; Levine et al., 2002; Gao et al., 2012), suggesting a functional link between SCM and PRC1. SCM also belongs to a small family of proteins characterized by the presence of a conserved malignant brain tumor domain (MBT), which functions as a binding module for methylated lysines on histones (Bonasio et al., 2010a), further suggesting that SCM might function on chromatin. In addition to the MBT domain, SCM contains a C-terminal SPM domain, through which it is thought to interact with PRC1 (Peterson et al., 2004).

Despite the crucial importance of PcG proteins in gene regulation, development, and disease (Sparmann and van Lohuizen, 2006), a coherent model that explains how these proteins are recruited and regulate different target genes in different cell lineages is lacking (Simon and Kingston, 2009). In *Drosophila*, arrays of DNA motifs recognized by a variety of transcription factors function as recruitment ‘hubs’ for PRCs and are known as *Polycomb* responsive elements (PREs) (Müller and Kassis, 2006); however, PREs alone are not sufficient to explain or predict the genome-wide occupancy patterns of PcG complexes (Simon and Kingston, 2009). In mammals, our understanding of PRC targeting is even more limited, given that only a few examples of PRE-like DNA elements have been described to date (Bengani et al., 2013; Cuddapah et al., 2012; Sing et al., 2009; Woo et al., 2010, 2013) and several of the transcription factors that bind and recruit *Drosophila* PRCs are absent or poorly conserved (Schuettengruber et al., 2007). Moreover, there are several mammalian versions of the two best characterized *Drosophila* PcG complexes, PRC1 and PRC2, which differ in subunit composition and chromatin localization (Kuzmichev et al., 2004; Margueron et al., 2008; Gao et al., 2012).

The mammalian PRC1 closest in subunit composition to their *Drosophila* homolog (PRC1.2 and PRC1.4 [Gao et al., 2012]) have conserved functions in development and disease (Richly et al., 2011) and contain subunits that recognize trimethylated lysine 27 of histone H3 (H3K27me3), the catalytic product of PRC2 (Cao et al., 2002; Kuzmichev et al., 2002). However, the mechanistic details of PRC1 repression in mammals are poorly understood. Although H3K27me3 may contribute to stabilizing some forms of PRC1 on chromatin, the genome-wide distribution of PRC1 is largely unchanged in embryonic stem cells that do not have H3K27me3 (Tavares et al., 2012), and many PRC1 complexes do not contain the subunit that binds to H3K27me3 (Gao et al., 2012). Various factors, including RUNX1 (Yu et al., 2012) and the RNA helicase MOV10 (El Messaoudi-Aubert et al., 2010), have also been proposed to guide PRC1 recruitment in specific contexts, but an overarching model remains lacking. Given that increasing evidence points to a role for noncoding RNAs (ncRNAs) in mediating recruitment of chromatin complexes (Koziol and Rinn, 2010; Wang and Chang, 2011) and that at least one ncRNA has been shown to make contact with PRC1 (Yap et al., 2010), we hypothesized that an RNA-binding chromatin protein may be involved in PRC1 recruitment in mammals.

The potential role of SCM and its mammalian homologs in the regulation of PRC1 and function remain unexplored. A recent study showed that *Drosophila* SCM is recruited to the PRE upstream of *Ultrabithorax* independent of PRC1 or PRC2, whereas PRC1 and PRC2 binding requires the presence of SCM (Wang et al., 2010b). The human genome comprises four genes with homology to *Scm*, but only two that contain conserved MBT, SPM, and DUF3588 domains, *SCMH1* and *SCML2*. *SCMH1* functions in spermatogenesis (Takada et al., 2007), whereas little is known about *SCML2*, except that it is ubiquitously expressed and that deletions of its coding sequence are found in a subset of medulloblastomas (Northcott et al., 2009), suggesting it may have tumor-suppressive activity.

In this study, we report that SCML2 interacts with ncRNAs through an RNA-binding region (RBR), contributes to the recruitment of PRC1 to target genes and also directly collaborates in gene repression. Furthermore, we show that the chromatin localization of SCML2 is achieved through the combined action of the RBR, MBT, and SPM domains and that the expression of ΔRBR mutants of SCML2 causes mislocalization of PRC1.

## Results

### SCML2 interacts with RNA through a novel RNA-binding region

Interaction with RNA regulates recruitment and assembly of several chromatin-associated factors, including members of the *Polycomb* and *trithorax* groups (Rinn et al., 2007; Khalil et al., 2009; Kanhere et al., 2010; Tsai et al., 2010; Wang et al., 2011; Kaneko et al., 2013, 2014). To find novel RNA-interacting proteins among potential epigenetic regulators, we performed a candidate-based screen using RNA immunoprecipitation (RIP) from HeLa S3 nuclear extracts. We observed that the PcG protein SCML2, a homolog of *Drosophila* SCM, consistently co-purified with a relatively large amount of RNA, especially when compared to EZH2 and MLL, which are part of complexes known to interact with ncRNAs (Rinn et al., 2007; Kaneko et al., 2010, 2013; Wang et al., 2011; Figure 1A). SCML2 did not co-precipitate with either EZH2 or MLL or vice versa (data not shown).

**Figure 1.**
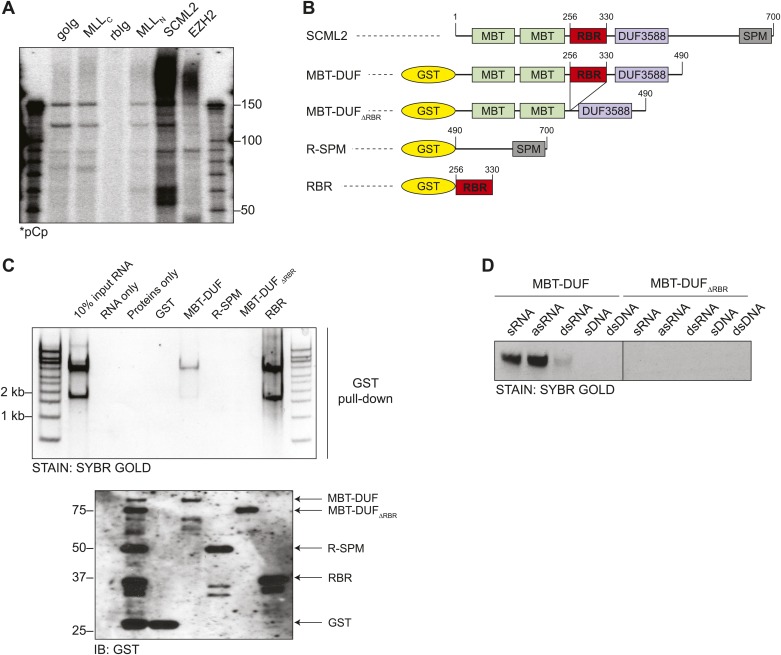
Identification of the RNA-binding region of SCML2. (**A**) Endogenous RIP from HeLaS3 nuclear extract for the indicated chromatin proteins or with goat (goIg) and rabbit (rbIg) control antibodies. Co-precipitating RNA was labeled in 3′ and resolved by denaturing PAGE. (**B**) Domain organization of SCML2 and scheme of the GST-fused truncations. (**C**) In vitro pull-down of total RNA with the indicated SCML2 fragments. RNA fraction (top) and protein fraction (bottom) are shown. (**D**) The indicated sense RNA (sRNA) and antisense RNA (asRNA) were transcribed in vitro from a synthetic random 100 nts DNA template, PAGE-purified and annealed to form double-stranded RNA (dsRNA). The sense DNA oligonucleotide (sDNA) and the double-stranded DNA template (dsDNA) were used as controls. **DOI:** http://dx.doi.org/10.7554/eLife.02637.003

RNA binding assays with total HeLa S3 RNA and recombinant fragments of SCML2 (Figure 1B) revealed that amino acids 256–330 were necessary and sufficient for RNA binding in vitro (Figure 1C). Although the most prominent bands recovered by pull-down of SCML2 fragments corresponded to ribosomal RNA, this was most likely due to their abundance in the input and not to a specific interaction. Other chromatin-associated proteins that bind RNA are rather promiscuous in vitro (Davidovich et al., 2013; Kaneko et al., 2014); therefore, this type of assay is only suitable to identify the protein region that harbors an affinity for RNA. Because the region spanning 256–330 bears no resemblance to other known RNA-binding domains, we tentatively refer to it as the RNA binding region (RBR) of SCML2. The SCML2 RBR exhibited little specificity for RNA sequence, but discriminated between RNA and DNA in vitro (Figure 1D), and strongly preferred single-stranded to double-stranded RNA (Figure 1D, left). SCML2 fragments lacking the RBR (ΔRBR) failed to bind any of the nucleic acids tested (Figure 1D, right).

### The RBR is sufficient for RNA binding in vitro

To obtain a more quantitative description of the nucleic acid binding preferences of SCML2, we performed electromobility shift assays (EMSAs) with a recombinant SCML2 fragment encompassing the RBR alone (aa 256–330). The RBR shifted both *HOTAIR* RNA and DNA (Figure 2A), and so did the larger MBT-DUF fragment (Figure 2—figure supplement 1A), but only *HOTAIR* RNA and not DNA competed efficiently for binding to the RBR (Figure 2B) or to the MBT-DUF fragments (Figure 2—figure supplement 1B).

**Figure 2.**
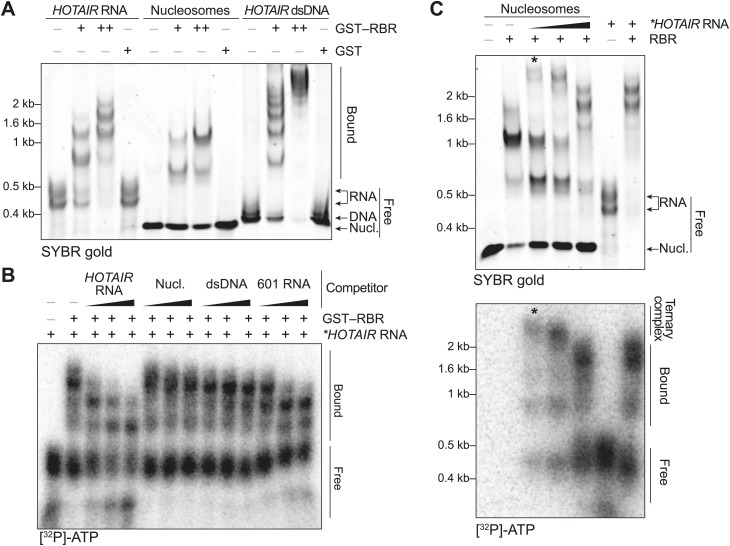
In vitro characterization of the binding preferences of the SCML2 RBR. (**A**) EMSA with 2 (+) and 4 (++) pmol GST-fused RBR and 520 fmol *HOTAIR* RNA 1–300, 690 fmol nucleosomes, or 275 fmol dsDNA encoding *HOTAIR*_1–300_. 5.2 pmol GST were used as a control. Complexes were separated on native gels and detected with SYBR gold stain. Data are representative of ≥4 experiments. (**B**) EMSA with 3.4 pmol GST–RBR and 520 fmol of labeled *HOTAIR* RNA was performed as in (**A**) with the addition of, from left to right, 260, 520, and 1040 fmol of unlabeled *HOTAIR* RNA, nucleosome particles, dsDNA, and *601* RNA. Bands were visualized by autoradiography. Data are representative of ≥4 experiments. (**C**) EMSA of RBR with nucleosomes and labeled HOTAIR RNA. Assay was performed as in (**B**) varying the amount of labeled RNA. Nucleic acid stain (top) and autoradiography (bottom) are shown. The asterisk indicates the putative ternary complex. **DOI:** http://dx.doi.org/10.7554/eLife.02637.004

**Figure 2—figure supplement 1.**
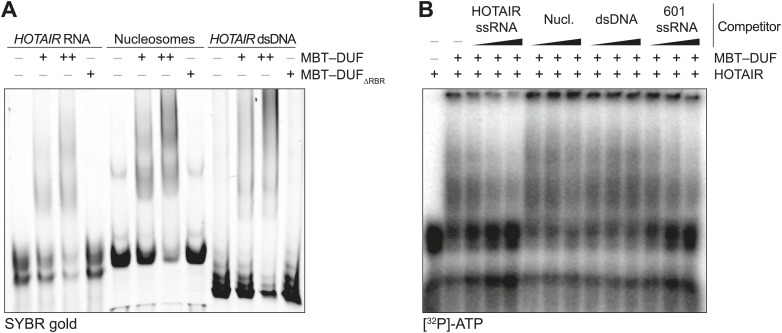
Additional EMSAs. (**A**) Assay performed as in Figure 2A but using the MBT–DUF fragment of SCML2. Data shown is representative of ≥4 experiments. (**B**) Assay performed as in Figure 2B but using the MBT–DUF fragment of SCML2. Data shown is representative of ≥4 experiments. **DOI:** http://dx.doi.org/10.7554/eLife.02637.005

**Figure 2—figure supplement 2.**
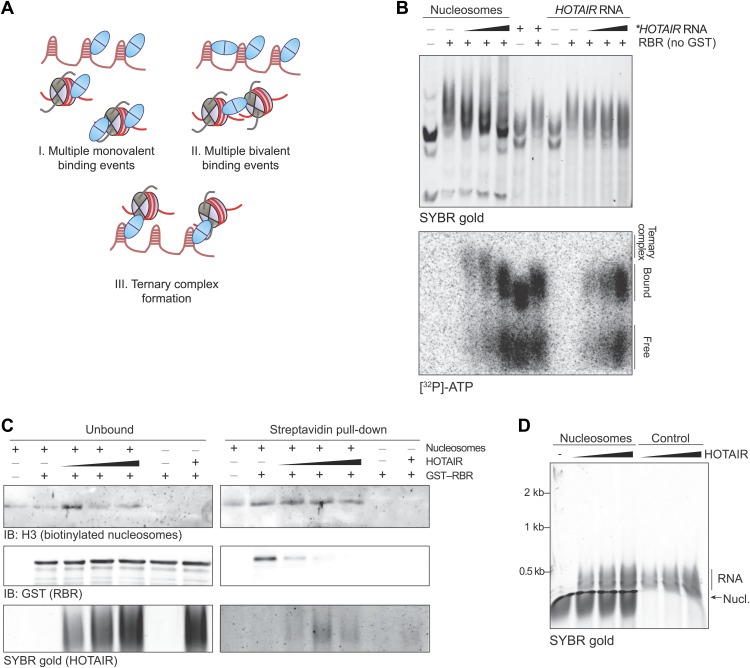
Ternary complex EMSAs and pull-downs. (**A**) Models for the interpretation of EMSA results shown here and in Figure 2. (I) The multiple shifted bands can be explained by multiple copies of SCML2 fragments binding to a single RNA molecule or nucleosome. (II) Alternatively, multiple copies of SCML2 can establish bi- or poly-valent interactions with the nucleic acids. (III) Finally, results shown in Figure 2 support the possibility that a monomer of RBR establishes multiple simultaneous contacts with the RNA and nucleosomes. (**B**) Assay performed as in Figure 2C but this time after removing the GST moiety from the RBR fragment to exclude the possibility of GST-induced dimerization. (**C**) Biotinylated nucleosomes were incubated with GST–RBR and various amounts of HOTAIR RNA and pulled-down with streptavidin. Western blots for histone H3 (top), GST–RBR (middle), and SYBR stain for HOTAIR (bottom) are shown. Data are representative of two experiments. (**D**) EMSA with 690 fmol nucleosomes and HOTAIR RNA 1–300 (260, 520, 1040 fmol). Complexes were separated on native gels and detected with SYBR gold stain. **DOI:** http://dx.doi.org/10.7554/eLife.02637.006

Because a basic patch was reported to mediate SCML2–DNA and SCML2–nucleosome interactions in vitro (Nady et al., 2012) and partially overlaps with the RBR, we also tested the ability of this fragment to bind nucleosomes by EMSA. The RBR displayed an affinity for nucleosome particles (Figure 2A), but much lower than for RNA as demonstrated by the fact that nucleosomes could not compete with *HOTAIR* RNA for binding to the RBR (Figure 2B). When both nucleosomes and RNA were present in limiting amounts, we noticed the appearance of a super-shifted band that was not observed when either species were added separately (Figure 2C, asterisk), suggesting that the RBR—and therefore SCML2—is capable of forming a ternary complex with nucleosomes and RNA simultaneously (Figure 2—figure supplement 2A). The appearance of the super-shifted band was not due to GST-mediated dimerization, as it also occurred after the removal of the GST moiety from the RBR (Figure 2—figure supplement 2B). The possibility of ternary complex formation is further supported by the observation that nucleosomes co-precipitated in vitro with both the SCML2 RBR and HOTAIR simultaneously (Figure 2—figure supplement 2C), whereas HOTAIR alone did not bind nucleosomes (Figure 2—figure supplement 2D).

Not all RNA sequences were bound by the RBR to the same extent. In vitro-transcribed RNA from the 601 nucleosome-positioning template competed less efficiently for binding to the RBR as compared to HOTAIR (Figure 2B). We also tested the binding specificity of the SCML2 RBR for isolated stem-loops within the 5′ fragment of the long noncoding RNA (lncRNA) *HOTAIR* that interacts with PRC2 (Tsai et al., 2010). Only the full 1–300 fragment bound to the SCML2 RBR with sufficient affinity to co-precipitate, whereas none of the isolated stem-loops did (data not shown), suggesting that the RBR is capable of recognizing complex structures and/or sequences and that it does not just form non-specific interactions with any type of RNA.

### RBR, MBT, and SPM domains coordinate recruitment of SCML2A to chromatin

Having found that SCML2 binds to RNA in vivo and in vitro, we sought to determine the consequences of these binding events on the cellular and molecular functions of SCML2.

As we reported previously, the human *SCML2* locus gives rise to two alternative isoforms: one encodes the full-length version (SCML2A) and the other a C-terminal truncation, generated by alternative splicing (SCML2B; Figure 3—figure supplement 1A) (Lecona et al., 2013). SCML2A has a domain organization similar to that of *Drosophila* SCM: two N-terminal MBT repeats, a DUF3588 domain, and a C-terminal SPM domain. Although both SCML2 isoforms are predominantly nuclear, SCML2A is enriched in the chromatin fraction, whereas the bulk of SCML2B, which lacks the SPM domain is found in the soluble nuclear fraction, where it interacts with the cell cycle machinery and participates in the G1/S checkpoint (Lecona et al., 2013). Therefore, SCML2A is the isoform more likely to have a direct function on chromatin and transcription and is the focus of the remainder of this study.

Multiple lines of evidence point to a role for ncRNAs in recruiting epigenetic regulators, in particular members of the PcG and trxG, to chromatin (Rinn et al., 2007; Koziol and Rinn, 2010; Bonasio et al., 2010b; Wang et al., 2011). Because SCML2A exhibited stronger affinity for RNA than for DNA, we hypothesized that interactions between RNA and the RBR may contribute to the recruitment of SCML2 to chromatin. Consistent with this hypothesis, an SCML2A mutant lacking the RBR (SCML2A_ΔRBR_) was displaced from chromatin, as demonstrated by the fact that a larger fraction of this protein was released with low-salt extraction when compared to the wild-type (WT) form, regardless of the amount of transgenic protein being expressed (Figure 3A–C).

**Figure 3.**
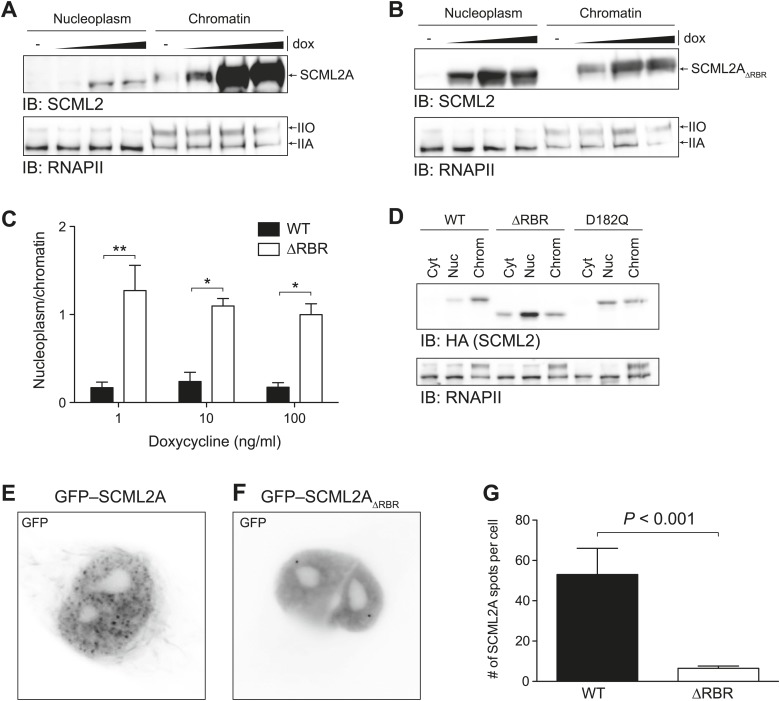
Loss of the RBR alters the subnuclear distribution of SCML2A. (**A** and **B**) Salt fractionation of 293T-REx induced to express SCML2A WT (**A**) and ΔRBR (**B**) with increasing amounts of doxycycline (dox). The distribution of RNAPIIA and RNAPIIO are shown as fractionation and loading control. (**C**) Densitometry-based quantification of the ratio of nucleoplasmic vs chromatin-associated SCML2A WT (black bars) and ΔRBR (white bars). Bars show mean measurements from two independent clones at increasing levels of inductions. p-values were calculated with 2-way ANOVA. (**D**) Salt fractionation of 293T-REx induced to express SCML2A WT, ΔRBR, and the MBT-domain mutant D182Q. (**E** and **F**) Fluorescence microscopy of HeLa cells transiently transfected with vectors encoding GFP-SCML2A_WT_ (**E**) or GFP-SCML2A_ΔRBR_ (**F**). (**G**) Quantification of SCML2 spots in multiple cells transfected as in (**E**) and (**F**). Bars represent mean + SEM. *N* = 11 for SCML2A; *N* = 17 for SCML2A_ΔRBR_. p-value was calculated with an unpaired *t* test. **DOI:** http://dx.doi.org/10.7554/eLife.02637.007

**Figure 3—figure supplement 1.**
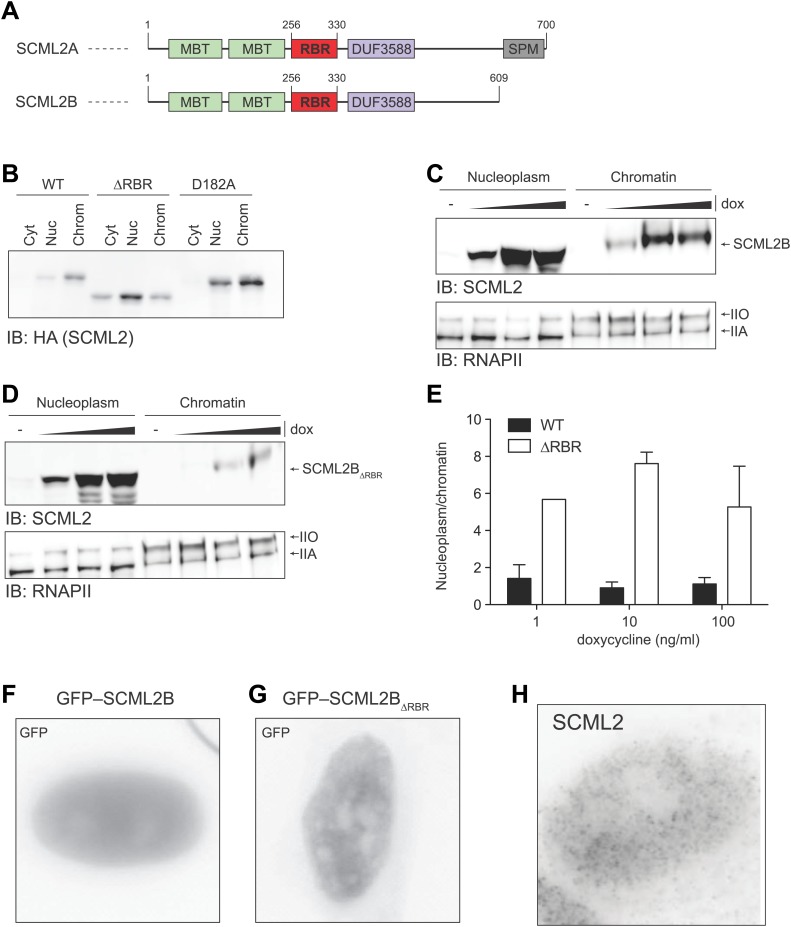
Nuclear distribution of SCML2A_D182A_ and SCML2B. (**A**) Domain organization of SCML2A and SCML2B. (**B**) Salt fractionation experiment as in Figure 3D but using a different mutation (ala instead than gln) in the MBT domain. (**C** and **D**) Salt fractionation of 293T-REx induced to express SCML2B WT (**A**) and ΔRBR (**B**) with increasing amounts of doxycycline (dox). The distribution of RNAPIIA and RNAPIIO are shown as fractionation and loading control. (**E**) Densitometry-based quantification of the ratio of nucleoplasmic vs chromatin-associated SCML2B WT (black bars) and ΔRBR (white bars). Bars show mean measurements from two independent clones at increasing levels of inductions. (**F** and **G**) Fluorescence microscopy of HeLa cells transiently transfected with vectors encoding GFP-SCML2B (**F**) or GFP-SCML2B_ΔRBR_ (**G**). (**H**) Immunofluorescence microscopy of endogenous SCML2 in HeLa cells using affinity-purified SCML2 antibody. **DOI:** http://dx.doi.org/10.7554/eLife.02637.008

We then assessed the potential role of the MBT domains in binding to chromatin. Mutation of the acidic residue that coordinates the methylated lysine within the aromatic cage impairs its binding (Sathyamurthy et al., 2003; Grimm et al., 2007; Santiveri et al., 2008) and also resulted in loss of SCML2A from the chromatin fraction, but not to the extent observed with the RBR deletion (Figure 3D, Figure 3—figure supplement 1B). The SCML2 isoform lacking the SPM domain, SCML2B, displayed a predominantly diffuse distribution within the nucleus, which was not affected by the removal of the RBR; however the residual amount of SCML2B that could be recovered from the chromatin fraction was further decreased upon deletion of the RBR (Figure 3—figure supplement 1C–G). Together, these results show that the affinity of SCML2 for chromatin is regulated by multiple molecular mechanisms, including binding to PRC1 via the SPM domain, histone marks via the MBT domains, and RNA via the RBR.

We confirmed the altered distribution of SCML2A_ΔRBR_ by fluorescence microscopy. Similar to the endogenous SCML2 protein (Figure 3—figure supplement 1H), GFP–SCML2A accumulated in the nucleus and exhibited a punctate distribution, suggestive of recruitment to specific sub-nuclear compartments, presumably target sites on chromatin (Figure 3E). In contrast, GFP-SCML2A_ΔRBR_ exhibited a diffuse nuclear distribution (Figure 3F) consistent with its looser association with chromatin revealed by biochemical fractionations (Figure 3A–C). The number of intense GFP spots decreased from a median value of 39 per cell for SCML2A to only 5 per cell for SCML2A_ΔRBR_ (Figure 3G). Deletion of the RBR did not affect the ability of SCML2A to be imported into the nucleus, nor its ability to interact with other protein factors, including the core subunits of the PRC1 complex (see below).

### SCML2 interacts with PRC1 and represses transcription

To further explore the functional relationship between SCML2 and PRC1, we purified epitope-tagged SCML2A and SCML2B from the chromatin fraction of 293T-REx cells. Both SCML2A_WT_ and SCML2A_ΔRBR_ co-purified with all the components of the canonical PRC1, including RING1A, RING1B, CBX2/8, PHC2/3, and BMI1/PCGF4 (a subunit specific for PRC1.4 [Gao et al., 2012]), suggesting that deletion of the RBR does not affect the ability of SCML2A to interact with PRC1. Only small traces of PRC1 components could be detected among the SCML2B-associated proteins, despite the fact that a comparable number of SCML2 peptides were detected in the two purifications (Figure 4A). SCML2A also co-purified with SCMH1 (the other SCM homolog in humans) and L3MBTL3, both of which comprise C-terminal SPM domains (Figure 4A). As a control, both SCML2A and SCML2B recovered comparable amounts of USP7, in good agreement with previous reports (Sowa et al., 2009) and as we also independently confirmed (Lecona et al. unpublished). In keeping with these observations, immunoprecipitation (IP) of BMI1 from the chromatin fraction of HeLa cells recovered preferentially the chromatin-associated and SPM-containing SCML2A isoform (Figure 4B, compare top and bottom band in lane 4 vs lane 1 or lane 3).

**Figure 4.**
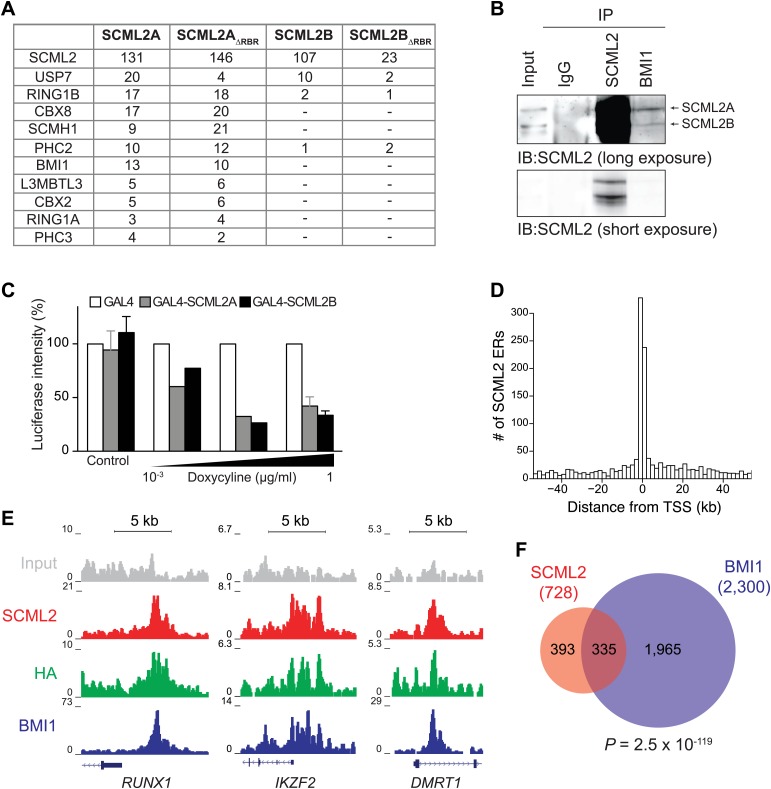
SCML2 interacts and shares target genes with BMI1. (**A**) Proteins detected by mass spectrometry after affinity purification of SCML2A, SCML2A_ΔRBR_, SCML2B and SCML2B_ΔRBR_ from the chromatin fraction of 293T-REx cells. The number of peptides identified for each protein is indicated. (**B**) IP of SCML2 and BMI1 from the chromatin fraction of HeLa cells. Two exposures are shown. (**C**) 293T-REx cells containing an integrated luciferase reporter preceded by UAS repeats were induced to express the indicated transgenes with increasing amounts of doxycycline. 24 hr after induction the activity of the luciferase reporter was assayed. Bars represent the luciferase activity normalized to the non-induced GAL4-only control. (**D**) Distribution of SCML2 ERs around TSSs of protein coding genes. (**E**) Normalized ChIP-seq read densities for SCML2 (red), HA (green), and BMI1 (blue) as compared to input (gray) at three representative loci. (**F**) Overlap of gene targets for SCML2 and BMI1, as defined by having an ER for the respective protein within 10 kb of the TSS. p-value was calculated according to the hypergeometric distribution. **DOI:** http://dx.doi.org/10.7554/eLife.02637.009

**Figure 4—figure supplement 1.**
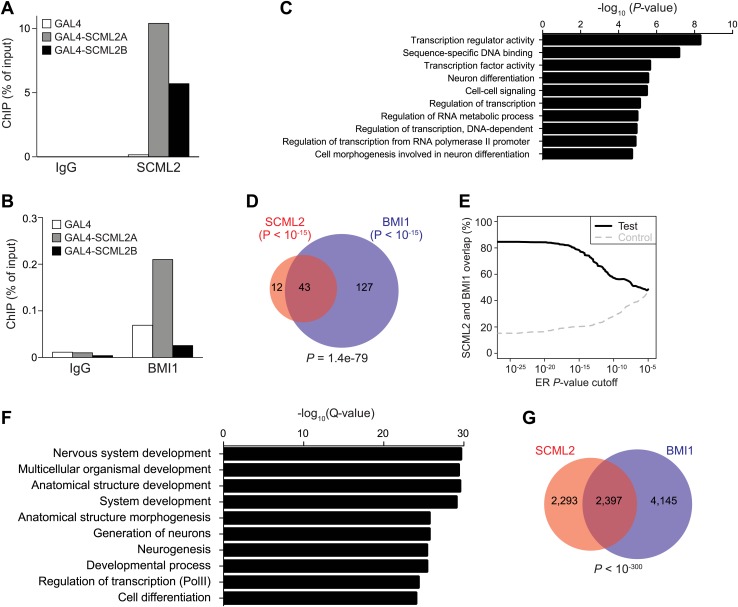
Artificial recruitment of SCML2 and ChIP-seq analysis. (**A** and **B**) ChIP-qPCR quantification of SCML2 (**A**) and BMI1 (**B**) association with a reporter locus in 293T-REx cells after artificial tethering of SCML2A or SCML2B. ChIP from cells with the tethering tag alone (GAL4) is shown as control. (**C**) Top 10 most enriched GO terms in the 728 genes with SCML2 ERs within 10 kb from the TSS in 293T-REx cells. (**D**) Overlap of gene targets for SCML2 and BMI1 as in Figure 4F but only considering ERs with p-value <10^−15^. (**E**) Overlap of gene targets for SCML2 and BMI1 (y axis) as a function of the ER p-value (x axis). The control line was obtained by shuffling the p*-*values assigned to the ERs. (**F**) Top 10 most enriched GO terms in genes with SCML2 ERs within 10 kb from the TSS in K562 cells. (**G**) Overlap of gene targets for SCML2 and BMI1 in K562 cells, as defined by having an ER for the respective protein within 10 kb of the TSS. p-value was calculated according to the hypergeometric distribution. **DOI:** http://dx.doi.org/10.7554/eLife.02637.010

Consistent with the classification of *SCML2* as a PcG (and therefore repressive) gene, artificial tethering of both SCML2A and SCML2B to an integrated reporter using the DNA-binding domain of *Saccharomyces cerevisiae* Gal4p (Vaquero et al., 2004) resulted in a dose-dependent repression of transcription (Figure 4C). However, only tethering of SCML2A but not SCML2B caused an increase in BMI1 recruitment to the *UAS*-containing reporter (Figure 4—figure supplement 1A,B), confirming that the SPM domain is required for interacting with BMI1 and suggesting that SCML2A contributes to PRC1 targeting. On the other hand, recruitment of BMI1 was not necessary for SCML2-mediated repression in this context. Consistent with this observation, both the MBT domains and the SPM domain contribute to the repressive activity of SCM in *Drosophila* (Roseman et al., 2001; Peterson et al., 2004; Grimm et al., 2007).

These results show that RNA binding and the interaction with PRC1 are independent events and that they require different protein regions (the RBR and SPM domain, respectively). Our data support a model in which the RBR contributes to the localization of SCML2A to chromatin, where it interacts with PRC1 and creates a chromatin environment that is refractory to transcription.

### SCML2 is enriched at PRC target sites on chromatin

Because SCM is a PcG protein and binds to at least one PcG target in *Drosophila* (Wang et al., 2010b), we reasoned that we could gain further insight on the function of SCML2 and its relationship with the *Polycomb* pathway by determining its genome-wide localization using ChIP sequencing (ChIP-seq). Following a strategy we previously described (Gao et al., 2012; Kaneko et al., 2013), we generated 293T-REx lines carrying stably integrated, inducible transgenes for human SCML2 fused to a triple N-terminal affinity tag (FLAG-HA-Twin-Strep-tag, henceforth ‘N3’) and shRNAs against the endogenous *SCML2*. In these cells, more than 30% (781 out of 2479 total) of SCML2-enriched regions (ERs) were located in the vicinity (<10 kb) of the transcription start site (TSS) of protein-coding genes (Figure 4D), consistent with a role for SCML2 in gene regulation. SCML2 targets were significantly enriched for gene ontology (GO) terms related to transcriptional regulation, development, and differentiation (Figure 4—figure supplement 1C, Supplementary file 1A), as observed for targets of the *Polycomb* repressive machinery in other systems (Schuettengruber et al., 2007). To determine whether SCML2 shared target genes with PRC1, we also performed ChIP-seq for BMI1 (also known as PCGF4), the key component of canonical PRC1.4 (Gao et al., 2012). SCML2 and BMI1 co-occupied several promoters, including those of transcription factors *RUNX1*, *IKZF2*, and *DMRT1* (Figure 4E). Overall, SCML2 shared ∼46% of its target genes with BMI1 (Figure 4F, Supplementary file 1B), almost four times more than expected by chance (p=2.5 × 10^−119^, hypergeometric distribution). This overlap became more pronounced as a function of decreasing p*-*values for the ERs (Figure 4—figure supplement 1D,E), suggesting that many of the SCML2-only or BMI1-only sites were false positives due to noise in the ChIP-seq signal. We made similar observations for endogenous SCML2 in non-transgenic K562 cells (Figure 4—figure supplement 1F,G), demonstrating that our conclusions can be generalized and do not depend on the presence of the N-terminal tag or on exogenous expression.

Together, our genome-wide analysis of SCML2 distribution on chromatin supports the notion that human SCML2, like its *Drosophila* homolog, belongs to the PcG and regulates the expression of developmental genes and other *Polycomb* targets.

### The RBR is required for efficient binding of SCML2A to a subset of PRC1-regulated loci

Next, we sought to determine whether the large-scale redistribution of SCML2A_ΔRBR_ that we observed by microscopy and biochemical fractionation (Figure 3) was due to the loss of recruitment of SCML2A to target genes. To this end, we compared the distribution of N3-tagged SCML2A_WT_ and SCML2A_ΔRBR_ in transgenic 293T-REx cells. In the absence of doxycycline, endogenous SCML2 levels were equal in all transgenic lines and equivalent to those measured in the parental 293T-REx cell line (data not shown). Upon doxycycline treatment, the endogenous copy of SCML2 was partially silenced by the shRNA and HA-tagged SCML2A_WT_ and SCML2A_ΔRBR_ were expressed at comparable levels (Figure 5—figure supplement 1A). Pull-down of these epitope-tagged proteins did not recover untagged SCML2 (Figure 5—figure supplement 1B) and could therefore be used to determine the specific localization of SCML2 WT and ΔRBR without confounding effects due to interactions with endogenous SCML2.

Visual inspection of ChIP-seq profiles revealed that SCML2_ΔRBR_ was lost from several target genes (Figure 5A), suggesting that the RBR, and presumably RNA–protein interactions might participate in the recruitment or stabilization of SCML2 on chromatin. A smaller number of SCML2 ERs, including the ER near the *RUNX1* TSS, exhibited SCML2A_ΔRBR_ levels comparable to WT (Figure 5A), consistent with the existence of RNA-independent pathways of SCML2A recruitment at some loci. Nonetheless, RBR-independent ERs constituted a small proportion of the total SCML2 binding profile, because the N3–SCML2_ΔRBR_ ChIP-seq signal was much weaker than WT when all significant (p*<*10^−5^ according to MACS 1.4.0rc2) ERs for SCML2 WT were combined in a single meta-ER plot (Figure 5B).

**Figure 5.**
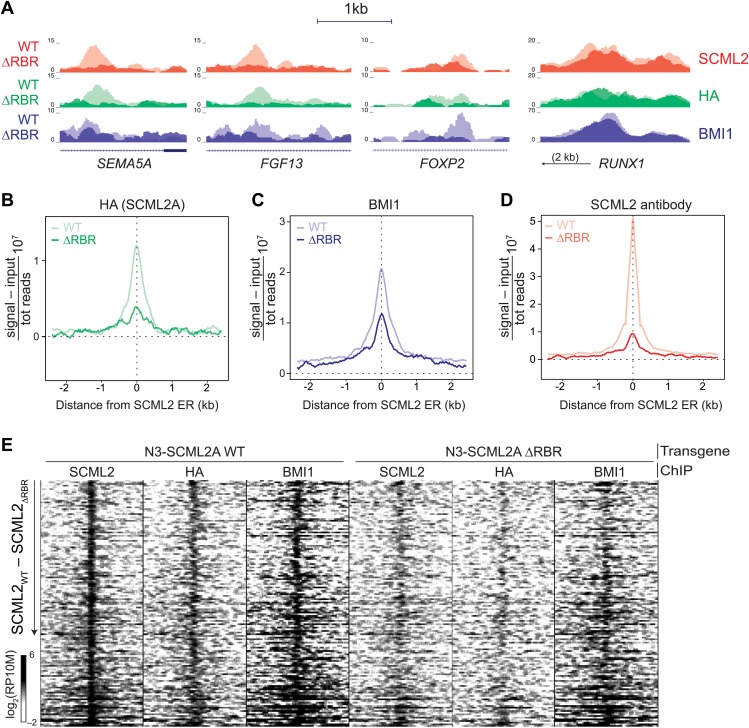
The role of the RBR in the localization of SCML2A and PRC1 to target genes. (**A**) Normalized read density profiles for SCML2 (red), HA (green), and BMI1 (blue) in cells expressing N3-SCML2A WT (light colors) or ΔRBR (dark colors). Three RBR-dependent and one RBR-independent sites are shown. (**B**–**D**) Normalized ChIP-seq enrichment (signal reads–input reads) for HA (**B**), BMI1 (**C**), and SCML2 (**D**), centered around 2479 SCML2 ERs in 293T-REx::N3-SCML2A. (**E**) Heatmap of read densities for the indicated ChIP-seq samples centered on 148 overlapping ERs for SCML2, HA, and BMI1 in the WT sample. Each row represents a genomic region spanning ±2.5 kb from the center of the ER. For each sample the log-converted normalized read density was calculated in 25 bp bins and is represented by color intensity. Regions were sorted by difference in SCML2 read densities in WT vs ΔRBR transgenic lines. **DOI:** http://dx.doi.org/10.7554/eLife.02637.011

**Figure 5—figure supplement 1.**
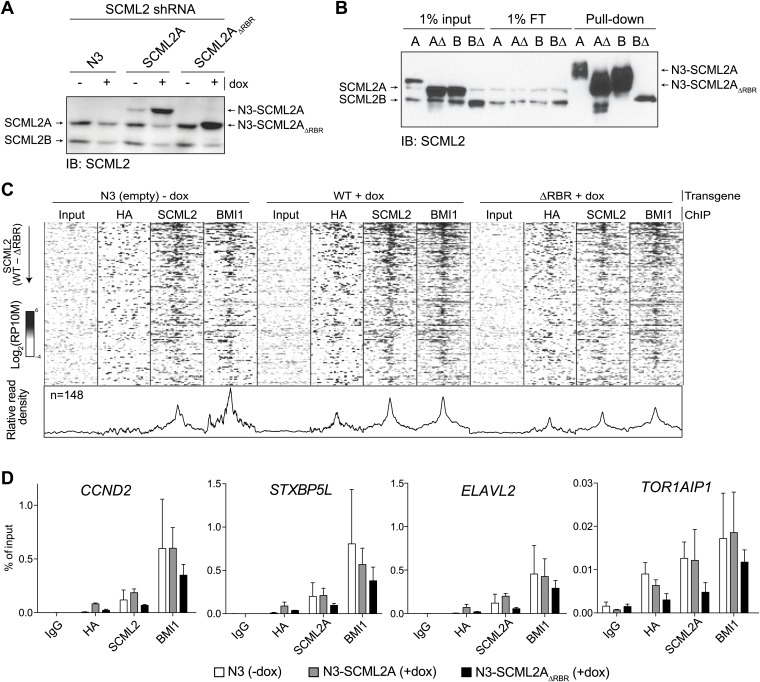
Validation and replication of ChIP-seq for SCML2 WT and ΔRBR. (**A**) Western blot of total cellular extract from 293T-REx carrying a stable integration of an inducible shRNA for the 3′ UTR of the endogenous *SCML2*, and inducible N3-tagged transgenes for SCML2A WT and ΔRBR, or empty vector as control (N3). Cell were harvested before (−) or after (+) 48 hr induction of shRNA and transgene expression with 1 µg/ml of doxycycline (dox). (**B**) Input, flow-through (FT) and pull-down of epitope-tagged SCML2A (**A**), SCML2A_ΔRBR_ (AΔ), SCML2B (**B**), SCML2B_ΔRBR_ (BΔ). (**C**) Heatmap of read densities for the indicated ChIP-seq samples centered on 148 overlapping ERs for SCML2, HA, and BMI1 in the WT sample, as in Figure 5E. The bottom panel shows the profile obtained by collapsing the rows of the heatmap. Data are averaged from two biological replicates performed in addition to the experiment shown in Figure 5E. ChIP-seq from a control line carrying the empty vector and not treated with doxycycline is shown (N3-dox). (**D**) ChIP-qPCR with the indicated antibodies for four representative loci with SCML2 and BMI1 occupancy. Bars represent the mean of two biological replicates, each measured in two technical replicates, + SEM. **DOI:** http://dx.doi.org/10.7554/eLife.02637.012

Consistent with our observations that SCML2A colocalizes with BMI1 (Figure 4E,F) and can recruit it to chromatin (Figure 4—figure supplement 1B), partial replacement of endogenous SCML2 with SCML2A_ΔRBR_ resulted in a decreased, albeit not abolished, accumulation of BMI1 at several of the target sites (Figure 5A,C). The residual recruitment of BMI1 may be explained either by the fact that the knockdown of endogenous *SCML2* is far from complete (Figure 5—figure supplement 1A) or by the contribution of RBR-independent loci. When inspected at the level of individual genomic regions, out of 148 high-confidence ERs obtained from the triple intersection of SCML2, HA, and BMI1 ERs, a majority displayed losses in SCML2 binding in the absence of the RBR and many also had decreased BMI1 occupancy (Figure 5E). We confirmed these findings with two additional ChIP-seq data sets from independent biological replicates (Figure 5—figure supplement 1C) and ChIP-qPCR analyses of a sample of ERs (Figure 5—figure supplement 1D).

From this set of experiments, we conclude that SCML2 is recruited to a subset of target genes through a process that requires its RNA-binding activity and that the presence of mutant SCML2A_ΔRBR_ that is not chromatin-bound causes a partial release of BMI1 and, presumably, PRC1 from chromatin.

### Genome-wide characterization of SCML2-bound ncRNAs by RIP-seq

Given that SCML2 binds RNA through an RBR that is required for proper genome-wide targeting and downstream recruitment of PRC1, we sought to identify the ncRNAs bound to SCML2 in vivo. To this end, we performed HA IPs in 293T-REx expressing N3-tagged SCML2A WT, ΔRBR, or the N3 tag alone. 

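The RNA from HEK293T-REx, a human embryonic kidney cell line that expresses a transgene upon doxycycline addition, was sequenced as 4 libraries, one per condition. They were the input (nuclear extract of cells without a transgene), the RIP from cells with the N3 tag alone, the RIP for N3–SCML2A WT and the RIP for N3–SCML2A ΔRBR. There was one input for the 3 cell lines and no replicate of any library, so no difference between conditions could be set against the spread between replicates. The level of the SCML2 transcript (ENSG00000102098), which served as a check of the labels, was 6.73 RPKM in the input, 4.76 in the N3 RIP, 23.3 in the WT RIP and 62.6 in the ΔRBR RIP. The counts could not separate transcripts of the transgene from those of the endogenous gene.
According to the methods, polyA+ RNA was made into strand-specific libraries. The authors mapped the reads with Bowtie, which allowed up to 2 mismatches and up to 40 placements per read, and assigned them to genes with DEGseq. They deposited the number of reads on each gene beside its RPKM, the reads scaled to the length of the gene and to the library total. Reads counted on Ensembl genes numbered 60131848 in the input, 47144114 in the N3 RIP, 79904104 in the WT RIP and 53682151 in the ΔRBR RIP. The ratio of reads to RPKM gave the depths the authors used, which relative to the input were 0.812 for the N3 RIP, 1.30 for the WT RIP and 0.977 for the ΔRBR RIP. The deposited RPKM values were taken as they were, and 68 repeated rows of the gene table were merged by gene identifier. The libraries were amplified by PCR without molecular identifiers, so the intervals and tests given for them cover counting error only, and read numbers after amplification do not measure how much RNA an IP recovered. The growth protocol in the sample labels speaks of transgenes for subunits of PRC1, where the paper names N3-tagged SCML2A, and the labels give another fragment size for the libraries.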

Although comparable amounts of WT and ΔRBR protein were recovered, only in the case of WT SCML2A, we could detect co-IP of RNA (Figure 6A,B), which we subjected to deep sequencing (RIP followed by sequencing, RIP-seq).

**Figure 6.**
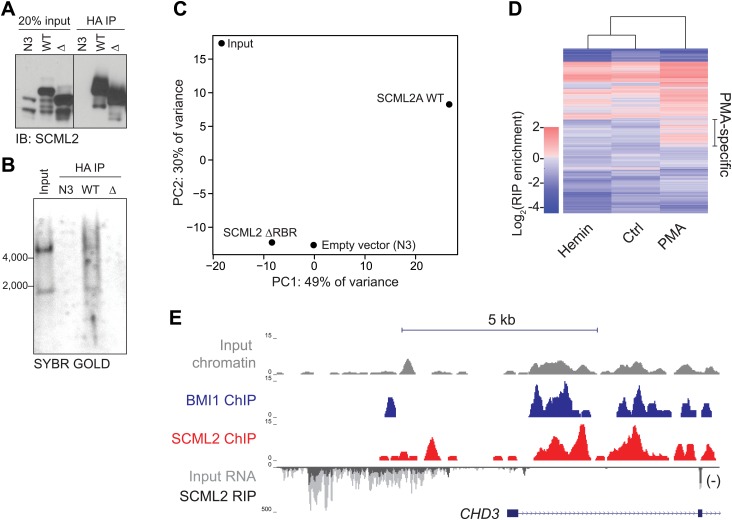
RIP-seq for SCML2 in 293T-REx and K562 cells. (**A** and **B**) HA IP from 293T-REx expressing the empty tag alone (N3), N3–SCML2A WT (WT) or N3–SCML2A_ΔRBR_ (Δ). After washing, the bound fraction was divided into two parts; one was analyzed by western blot (**A**) and one by denaturing RNA electrophoresis (**B**). (**C**) Principal component analysis of the lincRNA abundances for the four samples. (**D**) RIP enrichment heatmap for 668 lincRNAs in K562 stimulated to differentiate with hemin or PMA. Colors indicate log_2_ enrichment in SCML2 RIP-seq compared to the respective inputs. A set of lincRNAs specifically associated with SCML2 in PMA-treated K562 cells is indicated. (**E**) ChIP and RIP profiles at the CHD3 promoter. Normalized read densities are shown for input chromatin (gray), BMI1 ChIP (blue), SCML2 ChIP (red), input RNA (dark gray), and SCML2 RIP (light gray). For simplicity, only the (−) strand of the RNA is shown (antisense to the CHD3 transcript). **DOI:** http://dx.doi.org/10.7554/eLife.02637.013

**Figure 6—figure supplement 1.**
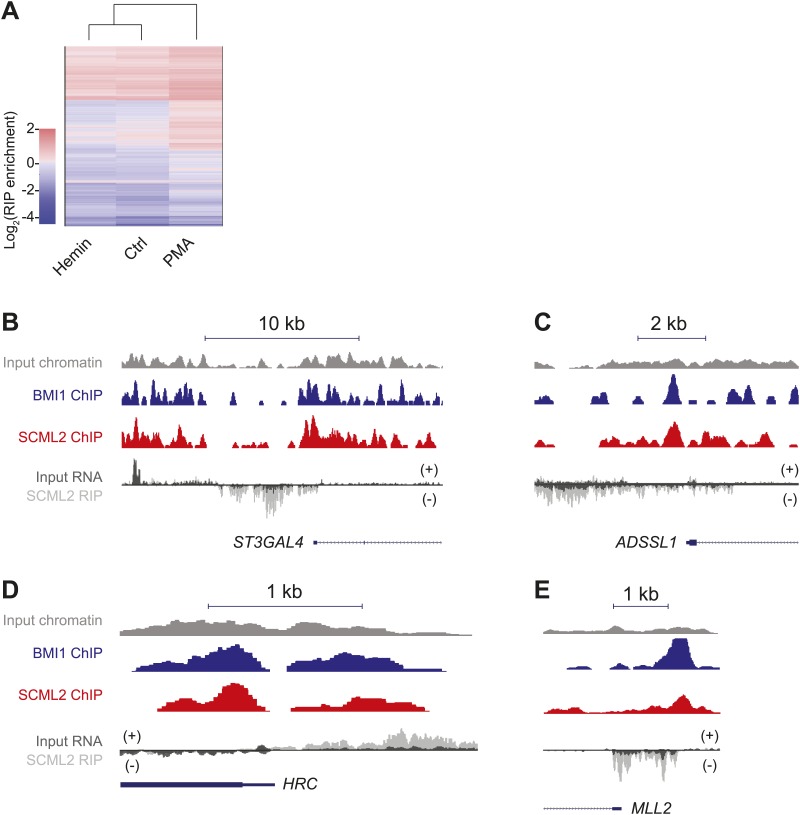
Examples of SCML2-associated RNAs. (**A**) As in Figure 6D but plotting the enrichment values for 12,124 protein-coding mRNAs with at least one mapped read in each sample. (**B**–**E**) ChIP and RIP profiles in K562 cells. Four representative promoters were chosen for their enrichment in ncRNAs bound to SCML2 and for SCML2 occupancy on chromatin. ChIP-seq tracks for input (gray), BMI1 (blue), and SCML2 (red) are shown, as well as RIP-seq tracks for normalized reads in the input (dark gray) and SCML2 RIP (light gray) fraction. The strandedness of the RNA is also depicted: signal above the RIP-seq midline indicates reads mapping to the plus (+) strand, signal below the RIP-seq midline represents the minus (−) strand. Examples of SCML2-bound antisense ncRNAs (**B**–**D**) and TSS-associated sense ncRNAs (**E**) are shown. **DOI:** http://dx.doi.org/10.7554/eLife.02637.014

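The second table for HEK293T-REx lists 8195 lincRNAs by the identifiers of a published catalog, in which each transcribed locus has an XLOC number. Reads on these lincRNAs numbered 2553069 in the input, 1597087 in the N3 RIP, 2089960 in the WT RIP and 1720691 in the ΔRBR RIP. Most of them fell on XLOC_008185 (chromosome X, 73040449 to 73072588, hg19), whose read numbers were nearly those of XIST (ENSG00000229807) in the table of Ensembl genes, the largest difference being 0.0027%. XLOC_008185 took 77.6% of lincRNA reads in the input, 80.6% in the N3 RIP, 83.6% in the WT RIP and 76.4% in the ΔRBR RIP. The reads on all other lincRNAs were 571053 in the input, 309907 in the N3 RIP, 341840 in the WT RIP and 406745 in the ΔRBR RIP. At least 1 read was present for 2941 lincRNAs in the input, 2088 in the N3 RIP, 2685 in the WT RIP and 2209 in the ΔRBR RIP.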

Because increasing experimental evidence points to a role for long intergenic ncRNAs (lincRNAs) in the function of chromatin-associated epigenetic regulators (Koziol and Rinn, 2010; Wang and Chang, 2011), we measured the abundance of these RNAs in the IP'ed material by referring to a published lincRNA database (Cabili et al., 2011). Although overall abundant lincRNAs were more likely to be detected by RIP-seq, several specific interactions distinguished the set of RNAs recovered in RIPs for SCML2A WT from all other controls (Figure 6C), demonstrating the specificity of RNA binding by SCML2 in vivo.

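Detection in the RIPs was compared across the 2941 lincRNAs with reads in the input, divided into quartiles of input RPKM. In the bottom quartile, 355 of 736 lincRNAs were detected in the WT RIP, a share of 48.2% (95% Wilson interval 44.6% to 51.8%). In the top quartile the share was 98.9%, or 728 of 736 (97.9% to 99.4%). The N3 RIP gave 29.3% (26.2% to 32.7%) in the bottom and 97.8% (96.5% to 98.7%) in the top quartile, and the ΔRBR RIP 36.3% (32.9% to 39.8%) and 94.2% (92.2% to 95.6%). In each RIP the intervals of the bottom and top quartiles did not overlap. Counting a lincRNA as detected only from an RPKM of 0.1 moved the difference between the quartiles in the WT RIP most, from 50.7 to 90.1 percentage points. In the input the bottom quartile ended at 0.0221 RPKM and the top quartile began at 0.324. The limit of 0.1 lies between them, so the larger difference follows in part from the limit itself. Across lincRNAs, which are not independent replicates, Spearman's rho of RPKM in the input and in the RIP was 0.790 for WT, 0.753 for N3 and 0.673 for ΔRBR.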

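A lincRNA was counted as specific to a library when its RPKM was at least 0.5 and its log2(RPKM + 0.1) was at least 1 above that of each of the other 3 libraries. By this rule 18 lincRNAs were specific to the WT RIP, 79 to the ΔRBR RIP, 34 to the N3 RIP and 39 to the input. The numbers depended on how the libraries were scaled. Over the 1325 lincRNAs above 0 in all 4 libraries, the median log2 ratio of deposited RPKM to the input was −0.52 in the WT RIP, 0.19 in the N3 RIP and 0.27 in the ΔRBR RIP. When the libraries were rescaled to remove these median shifts, the alternative that moved the WT count most, 82 lincRNAs were specific to the WT RIP, 42 to the ΔRBR RIP, 24 to the N3 RIP and 52 to the input. WT thus had the lowest count of the 4 libraries on the deposited scale and the highest after rescaling.
In an exact binomial test of reads in the WT RIP against the next highest library, which compares 2 libraries and not conditions, 17 of the 18 lincRNAs had an adjusted p under 0.05 (two-sided, Benjamini-Hochberg adjustment over the 18). They had been chosen for their difference, so the test covers counting error alone. The lincRNA with the largest log2 ratio was XLOC_014161 (chromosome 22, 21311690 to 21318877), with 20 reads in the WT RIP, or 0.600 RPKM, and 0 reads in each of the other libraries (adjusted p = 1.9e-05, exact binomial test). XLOC_006259 (chromosome 7, 133760595 to 133785005) followed with 46 reads in the WT RIP, 5 in the input and 0 in the N3 and ΔRBR RIPs (adjusted p = 3.9e-07, exact binomial test). XLOC_006389 (chromosome 7, 26638502 to 26657903) reached 3.31 RPKM in the WT RIP, from 315 reads, against 0.752 in the ΔRBR RIP, 0.704 in the N3 RIP and 0.476 in the input (adjusted p = 9.3e-31, exact binomial test). The 18 lincRNAs had between 16 and 7127 reads in the WT RIP, with a median of 134.

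**Figure D1:**
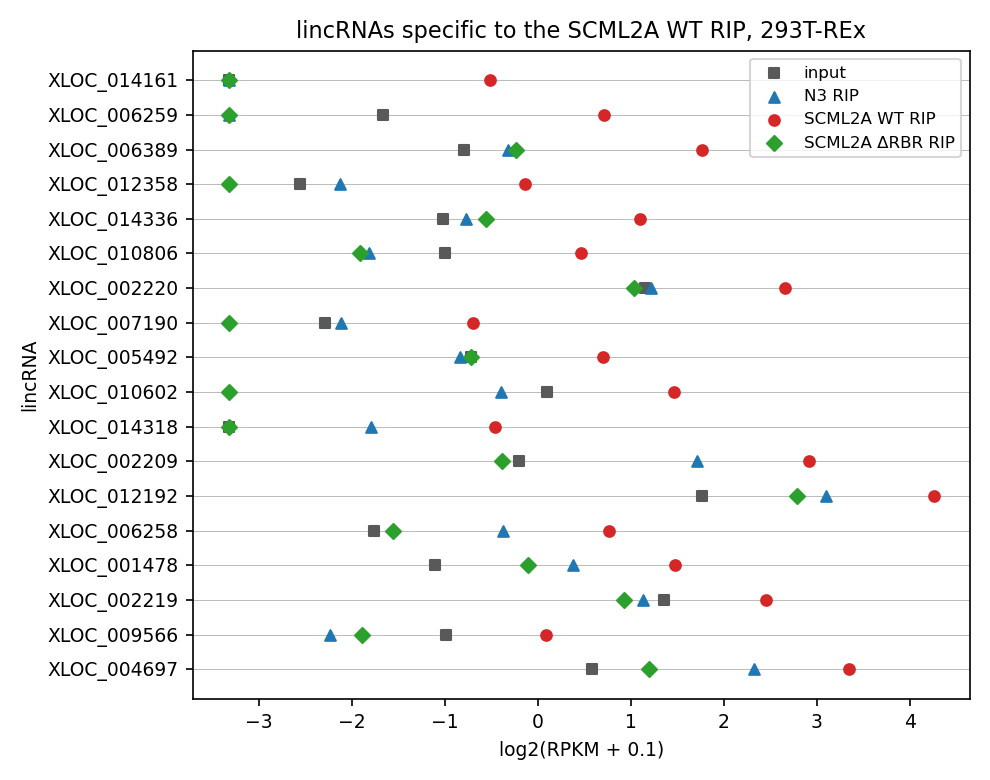
Levels of the 18 lincRNAs specific to the SCML2A WT RIP, in order of their log2 ratio to the next highest library. The x axis gives log2(RPKM + 0.1) in one library per condition, where a lincRNA with 0 reads sits at −3.32, and each red WT point lies at least 1 log2 unit to the right of the other 3 points on its line.

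A principal component analysis was run on log2(RPKM + 1) of the 4021 lincRNAs above 0 in at least 1 library, centred and not scaled, as the paper's text does not name the transformation. PC1 held 43.8% of the variance, PC2 36.2% and PC3 20.0%. On PC1 the WT RIP lay at 9.93 and the input at −11.5, with the N3 RIP at 4.24 and the ΔRBR RIP at −2.71 between them. PC2 set the ΔRBR RIP, at 11.7, apart from the N3 RIP at 0.238, the WT RIP at −4.97 and the input at −6.99. The Euclidean distance of the WT RIP over the same values was 22.0 to the input, 21.1 to the ΔRBR RIP and 16.2 to the N3 RIP. From the position of the WT RIP in its principal component analysis (Fig. 6C), the paper concludes that specific interactions set the RNAs recovered with SCML2A WT apart from the controls and that SCML2 binds RNA with specificity in vivo.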

Next, we tested whether the set of ncRNAs associated with SCML2 was fixed in a given cell type or could be altered by processes such as differentiation. To this end, we performed RIP-seq for endogenous SCML2 in K562 before and after treatment with hemin or PMA, which stimulate their differentiation toward the erythroid or megakaryocytic lineage, respectively (Jacquel et al., 2006). Indeed, cell differentiation caused a measurable shift in the pool of lincRNAs associated with SCML2 (Figure 6D), suggesting that in addition to intrinsic binding preferences, cellular context may also determine which RNAs bind to SCML2 and, in turn, how its function and distribution on chromatin is affected by these interactions. This phenomenon was not restricted to lincRNAs. 

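RIPs for endogenous SCML2 came from K562, a human chronic myeloid leukemia cell line, after 48 hr with DMSO alone, 100 µM hemin or 160 nM PMA. Each treatment gave one RIP library and one input library, 6 in all, without replicates. The deposited table, on hg19 by its title, holds reads and RPKM for the same 8195 lincRNAs as in HEK293T-REx. The methods give one procedure of mapping and counting for all RIP-seq reads. The mapping tags in the titles of the tables differ, however, and whether the steps were identical was not checked. Reads on lincRNAs in the input and the RIP numbered 552868 and 401813 with DMSO, 511675 and 342024 with hemin, and 424936 and 368595 with PMA. The total reads of each library are not in the table, but the ratio of reads to RPKM gave depths relative to the DMSO input of 1.10 for the DMSO RIP, 0.967 and 1.06 for the hemin input and RIP, and 0.896 and 1.03 for the PMA input and RIP.
The lincRNA with the most reads in the PMA input was XLOC_003181 (chromosome 3, 96335998 to 96337060). It took 18.2% of lincRNA reads in the DMSO input, 18.3% in the hemin input and 36.2% in the PMA input, but 3.40%, 1.58% and 2.40% in the matching RIPs. Enrichment was calculated as the log2 ratio of RPKM in the RIP to RPKM in the input of the same treatment. Levels of mRNAs and strand-specific read densities in K562 were not used here. The sample labels give another medium for K562 than the paper and describe the starting material as total RNA, whereas the protocol in both includes polyA+ selection.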

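At least 1 read in each of the 6 libraries was found for 1454 lincRNAs, and enrichment was compared over this set. The median log2 enrichment was −0.62 with DMSO, −0.77 with hemin and −0.20 with PMA. A lincRNA was called specific to a treatment when its log2 enrichment was above 0 and at least 1 above that of both other treatments. There were 215 PMA-specific lincRNAs, 14.8% of the set, against 43 specific to DMSO and 33 specific to hemin. A pseudocount of 1 RPKM moved the PMA count most, to 14, with 0 for DMSO and 0 for hemin. With the enrichment values of each treatment centred on their median, which removes the overall shift with PMA, 99 lincRNAs were PMA-specific, 80 DMSO-specific and 79 hemin-specific. With counts divided by the lincRNA totals of the table in place of RPKM, the numbers were 150, 66 and 58.
The Euclidean distance between enrichment profiles was 44.4 from hemin to DMSO, 50.9 from PMA to DMSO and 52.6 from PMA to hemin. The distance from hemin to DMSO was thus 87.2% of that from PMA to DMSO, with an SD of 2.36 percentage points over 200 Poisson redraws of the reads. Across lincRNAs, Pearson's r between enrichment profiles was 0.632 for hemin and DMSO, 0.570 for PMA and DMSO and 0.645 for PMA and hemin.
In an exact binomial test of RIP reads against input reads of the same treatment (two-sided, Benjamini-Hochberg adjustment over the 1454 lincRNAs), which compares 2 libraries, an adjusted p under 0.05 was found for 311 lincRNAs higher and 403 lower in the RIP with PMA. With DMSO it was found for 140 higher and 564 lower, and with hemin for 169 higher and 618 lower. With depths taken from the lincRNA totals of the table, the numbers were 428 higher and 299 lower with PMA, 286 and 285 with DMSO, and 321 and 378 with hemin. The majority thus changed with the scale for PMA and nearly vanished for DMSO. These totals include XLOC_003181, with 36.2% of lincRNA reads in the PMA input and 2.40% in the PMA RIP. This scale therefore rests in part on a single lincRNA, and totals without it were not used. Of the 215 PMA-specific lincRNAs, 114 were past this threshold in the PMA libraries, and 113 had under 10 reads in the PMA input.
The lincRNA with the largest rise over the other treatments was XLOC_013862 (chromosome 21, 16134030 to 16135411). It had 12 reads in the PMA RIP and 1 in the PMA input, against 1 and 7 with DMSO and 1 and 5 with hemin, too few for a fold change (adjusted p = 0.011 for PMA, exact binomial test). XLOC_002390 (chromosome 2, 172101202 to 172157685) had 66 reads in the PMA RIP and 3 in the PMA input, against 9 and 13 with DMSO and 21 and 20 with hemin (adjusted p = 6.0e-14, exact binomial test). XLOC_012748 (chromosome 18, 6728832 to 6729916) had 7 reads in the PMA RIP and 2 in the PMA input, a difference not detectable at this depth (adjusted p = 0.28, exact binomial test).

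**Figure D2:**
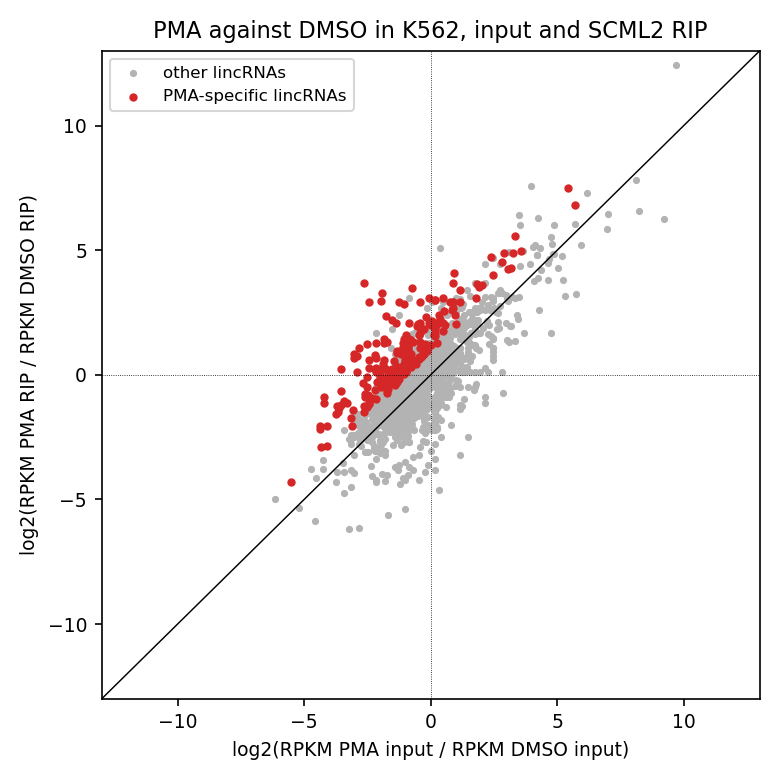
Change of each of the 1454 lincRNAs from DMSO to PMA, as the log2 ratio of RPKM in the inputs (x axis) and in the SCML2 RIPs (y axis), from one library each. Red points are the 215 PMA-specific lincRNAs, which had a median log2 change of −1.08 in the input and 0.77 in the RIP, and the diagonal marks equal change in both. The red points were chosen by their higher ratio of RIP to input with PMA, so both medians follow in part from that choice.

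RPKM in the RIP was higher with PMA than with both other treatments for 144 of the 215 lincRNAs, and RPKM in the input was lower with PMA than with both others for 159. Because the 215 were chosen by the ratio of RIP to input, these numbers cannot tell a gain in the RIP from a loss in the input. From the shift in enrichment after differentiation (Fig. 6D), the paper proposes that cellular context, besides intrinsic binding preferences, may also play a part in which RNAs bind SCML2.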

RIP for SCML2 also recovered a variety of mRNAs, some of which were specific for certain states (Figure 6—figure supplement 1A).

We also found several examples of unannotated ncRNAs that were enriched in SCML2 RIPs compared to input RNA and were transcribed near SCML2 ERs (Figure 6E, Figure 6—figure supplement 1B–E), which is consistent with the notion that some ncRNAs interacting with SCML2 might act in *cis*. We found different types of ncRNAs that bound SCML2 and originated near SCML2 target sites on chromatin: (1) divergently transcribed antisense ncRNAs (Figure 6E, Figure 6—figure supplement 1B,D); (2) ncRNAs that originated downstream of the TSS, were transcribed in the antisense direction, and overlapped with portions of the coding transcript (Figure 6—figure supplement 1C); and (3) ncRNAs transcribed upstream of the TSS but from the same strand as the downstream coding gene (Figure 6—figure supplement 1E).

Thus, SCML2 associates with annotated and unannotated lncRNAs via the RBR in vivo. These interactions are specific and they are also dynamic, likely reflecting the need to adjust SCML2 localization or regulation as the cells transition from one transcriptional and/or epigenetic state to another.

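The RIPs for SCML2A WT and ΔRBR in HEK293T-REx were also compared directly, with the minimum of 0.5 RPKM in the higher library and a difference of at least 1 in log2(RPKM + 0.1). On the deposited scale, 54 lincRNAs were higher in the WT RIP than in the ΔRBR RIP and 326 were higher in the ΔRBR RIP. After the libraries were rescaled by their median ratio, 184 lincRNAs were higher in the WT RIP and 104 in the ΔRBR RIP, so the direction of the majority changed with the scale. Against the N3 RIP, 34 lincRNAs were higher and 237 lower in the WT RIP on the deposited scale, and 124 were higher and 86 lower after rescaling. Each count comes from 2 libraries without replicates.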

### SCML2 contributes to gene repression independently of BMI1

Having observed that SCML2 is sufficient to repress a reporter gene after artificial tethering to chromatin (Figure 4C), we tested whether its presence is also necessary for the repression of endogenous target genes. To this end, we depleted endogenous SCML2 by siRNA-mediated knockdown for 3 or 5 days with two different siRNAs (Figure 7A). We generated genome-wide expression profiles by RNA-seq in two biological replicates and combined all data sets to identify differentially expressed genes (DEGs). Using a loose cutoff of p*<*0.2, we identified a total of 530 DEGs of which a significant fraction overlapped (p=1.4 × 10^−4^, hypergeometric distribution) with the set of genes associated with an SCML2 ER (Figure 7B). In keeping with the postulated repressive function of SCML2, a majority (341) of these genes were upregulated (Supplementary file 1C) and this subset accounted for ∼86% of the DEGs associated with SCML2 occupancy on chromatin (Figure 7C). These observations remained valid when we restricted our analysis to the smaller set of genes with an SCML2 ER within 10 kb from the TSS and only considered DEGs with a p-value <0.05 (Figure 7—figure supplement 1), although the small number of genes obtained with these more stringent filters limited the power of our statistical analysis.

**Figure 7.**
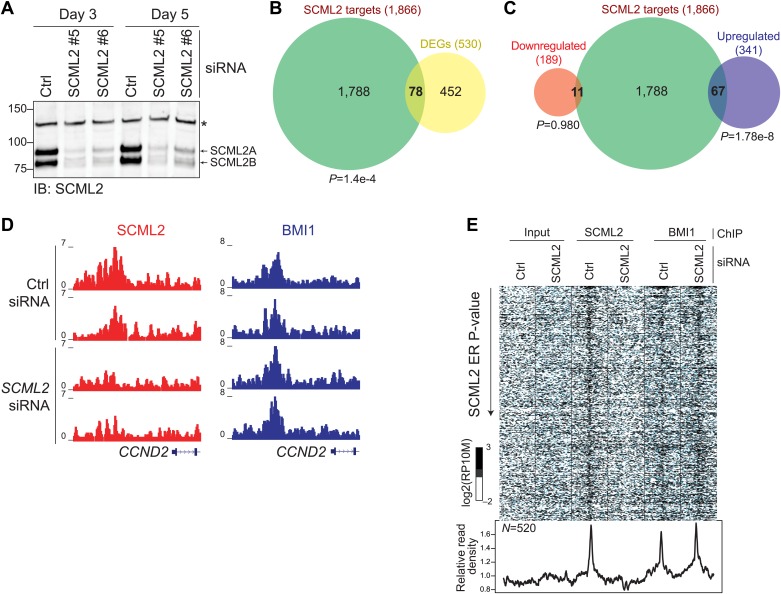
Functional consequences of SCML2 depletion. (**A**) Western blot for SCML2 in 293T-REx treated for 3 or 5 days with control siRNAs (Ctrl) or two different siRNAs against *SCML2* (#5 and #6). The band marked with an asterisk corresponds to a cross-reacting protein and serves as loading control. (**B**) Overlap of all DEGs with p<0.2 and genes closest to an SCML2 ER. (**C**) Same as (**B**) but DEGs were divided in downregulated and upregulated. (**D**) Normalized ChIP-seq read densities for SCML2 (red) and BMI1 (blue) in two biological replicates after treating 293T-REx with control (Ctrl) or *SCML2* siRNAs. (**E**) Heatmap for all SCML2 ERs showing decreased occupancy (log_2_ (SCML2_ctrl_/SCML2_KD_) > 0.5) after *SCML2* KD (n = 520). Profiles for input chromatin, SCML2 and BMI1 ChIP-seq are shown. Read densities were normalized and log-converted. Windows span 2.5 kb on each side of the ER summit and were divided into 25 bp bins. **DOI:** http://dx.doi.org/10.7554/eLife.02637.015

**Figure 7—figure supplement 1.**
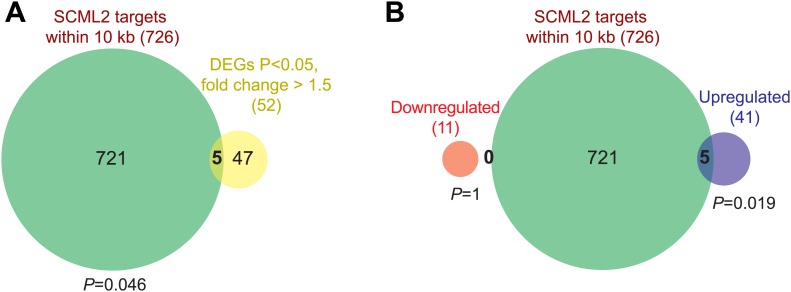
Additional RNA-seq analyses. (**A**) Overlap of all DEGs with p*<*0.05 and fold-change >1.5 and genes closest to an SCML2 ER. p-values are from the hypergeometric distribution. (**B**) Same as (**A**) but DEGs were divided in downregulated and upregulated. p-values are from the hypergeometric distribution. **DOI:** http://dx.doi.org/10.7554/eLife.02637.016

Given that SCML2A can recruit BMI1, and therefore PRC1, to an artificial reporter and that PRC1 is generally thought as the effector of *Polycomb*-mediated repression (Simon and Kingston, 2009), we hypothesized that the changes in transcriptional activity observed above might be secondary to a loss of BMI1 from SCML2-bound genes. Unexpectedly, this was not the case. In fact, the levels of BMI1 on chromatin were unaffected even when we analyzed only the 520 sites that lost SCML2 occupancy after *SCML2* knockdown (Figure 7D,E). Together with the observation that SCML2B retains the ability to repress a reporter independent of BMI1 recruitment (Figure 4C), these findings reinforce the notion that SCML2 represses transcription by itself, and that, in its absence, PRC1 alone is not sufficient to maintain repression at all target genes.

## Discussion

Proteins belonging to the *Polycomb* and *trithorax* group are epigenetic regulators and maintain specialized chromatin structures that are refractory or permissive to transcription, respectively (Schuettengruber et al., 2007). Unlike conventional transcription factors, these proteins do not contain a DNA binding domain that directs them to targets on chromatin; instead, there is accumulating evidence that recruitment and regulation of PcG proteins are coordinated by a number of molecular pathways that act in a combinatorial fashion to repress specific genes in different cell types (Simon and Kingston, 2013).

*Drosophila* SCM and its human homologs, including SCML2, associate with the PRC1 complex (Shao et al., 1999; Levine et al., 2002; Gao et al., 2012), but their role in PRC1 function has remained elusive. Here, we have unveiled two mechanisms by which SCML2A contributes to PRC1 function: (1) SCML2 and PRC1 cooperate in chromatin binding, as evidenced by loss of BMI1 upon overexpression of SCML2A_ΔRBR_, recruitment of BMI1 by SCML2A at artificial tethering sites, and the weak association of SCML2B to chromatin; and (2) SCML2 enforces repression at some target sites independent of the presence of PRC1. In addition, our results show that RNA binding also plays a role in SCML2 function, as it is required for its localization to chromatin.

In *Drosophila*, the interaction of SCM and PRC1 relies on the C-terminal SPM domain (Peterson et al., 2004) and our results show that a similar mechanism is conserved in humans. Genome-wide analyses revealed an extensive overlap of SCML2A target sites with those of BMI1 (Figure 4), suggesting that this interaction is relevant in a chromatin context. Despite the considerable overlap some sites were occupied by SCML2 or BMI1 alone. The former might reflect the complexity of PRC1 subtypes in mammals and the fact that SCML2 is also part of PRC1.2, which does not contain BMI1 (Gao et al., 2012); the latter is likely due to the higher sensitivity of the BMI1 antibody, although we cannot exclude that some BMI1 target sites are devoid of SCML2. Together with genetic evidence in *Drosophila* (Simon et al., 1992) and mice (Takada et al., 2007), these observations firmly establish SCML2 as an important player in *Polycomb*-mediated epigenetic regulation. Consistent with this, the SCML2B isoform, which lacks the SPM domain, does not bind to BMI1 and is unable to recruit PRC1 to chromatin (Figure 4—figure supplement 1B); however, when artificially tethered to a chromatinized reporter, SCML2B is still capable to repress it (Figure 4C), suggesting that SCML2 (and possibly other SCM homologs) might directly enforce gene repression. This notion is further supported by the observation that knockdown for *SCML2* causes derepression of target genes without affecting BMI1 levels (Figure 7). This PRC1-independent silencing may be mediated by the MBT domain, which binds to methylated histone tails (Grimm et al., 2007; Santiveri et al., 2008) and, in the case of L3MBTL1, represses transcription via chromatin compaction (Trojer et al., 2007). In fact, the MBT domain of SCM in *Drosophila* is important for repression (Grimm et al., 2007), and our results show that the MBT domain contributes to the chromatin localization of SCML2 (Figure 3D).

In vitro binding assays and domain mapping experiments revealed the existence of a previously unknown RBR within SCML2. Despite the fact that the 74-residue fragment containing the RBR is both necessary and sufficient for RNA binding in vitro (Figures 1 and 2), prediction algorithms failed to detect known protein folds or the propensity to form secondary structures in this region, suggesting that, in isolation, the RBR remains unstructured. This is not entirely unexpected, considering that induced fit is a common feature of RNA–protein interactions (Williamson, 2000). For example, the fragile X syndrome protein FMR1/FMRP contains an arginine-rich stretch that is disordered in solution but becomes ordered in presence of an RNA ligand (Phan et al., 2011). Although the RBR was dispensable for the interaction with PRC1, its disruption resulted not only in a delocalization of SCML2A from chromatin (Figure 3), but also in decreased PRC1 occupancy at several target genes (Figure 5). This observation is intriguing in view of the fact that short-term *SCML2* knockdown did not affect BMI1 localization, and suggests that nucleoplasmic SCML2_ΔRBR_, being still capable of interacting with BMI1 through the SPM domain, might function in a dominant negative fashion, titrating PRC1 away from chromatin.

RIP-seq identified several species of RNAs that associate with SCML2, including annotated lincRNAs, unannotated RNAs, and protein-coding mRNAs. Despite promiscuous RNA binding in vitro, SCML2–RNA interactions appeared to be specific in vivo, as demonstrated by the following observations: (1) the profile of lincRNAs enriched in the SCML2A WT RIP-seq was unique and distinct from input and control samples (Figure 6C); (2) the lincRNAs associated with SCML2 changed upon cellular differentiation (Figure 6D); and (3) several divergently transcribed ncRNAs were enriched in SCML2 RIPs although the coding mRNAs originating from the same locus were not (Figure 6E, Figure 6—figure supplement 1B–E). The latter also demonstrates that physical proximity on chromatin alone was not the main determinant of SCML2–RNA interactions. Furthermore, the RBR is likely required to mediate the interactions with these RNAs, given that immunoprecipitation of the ΔRBR mutant recovered less RNA than the WT (Figure 6B) and that the few detected ΔRBR-associated RNAs were undistinguishable from those obtained in empty tag-expressing cells (Figure 6C). 

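Over the lincRNA levels of the 4 libraries from HEK293T-REx, the ΔRBR RIP lay at a Euclidean distance of 17.8 from the N3 RIP, or 110% of the distance from the WT RIP to the N3 RIP, with an SD of 0.959 percentage points over 200 Poisson redraws of the reads. A count of 0 stayed at 0 in each redraw, so the SD leaves out the uncertainty from lincRNAs missing from a library and cannot place this share above 100%. The share was below 100% under the alternative that kept only lincRNAs above 0 in all 4 libraries, at 92.1%, and above it under the others that were set before the data were examined, the highest being 141% with a pseudocount of 0.01. At the rule used for single libraries but with only the 2 RIPs compared, 156 lincRNAs were higher in the ΔRBR RIP than in the N3 RIP and 110 were higher in the N3 RIP, and after rescaling by the median ratio 108 and 115. Of the 79 lincRNAs specific to the ΔRBR RIP against all other libraries, 15 had 0 reads in the other 3. The median over all 79 was 32 reads in the ΔRBR RIP. With at least 50 reads in the library itself, 24 lincRNAs were specific to the ΔRBR RIP, 15 to the N3 RIP, 13 to the WT RIP and 34 to the input. From 100 reads these numbers were 13, 9, 11 and 27, and from 200 reads 4, 3, 7 and 18, where WT had the most of the 3 RIPs. Among the 550 lincRNAs with at least 50 reads on average over the libraries, a limit that a lincRNA found in a single library passes only from 200 reads, 8 were specific to the ΔRBR RIP, 8 to the N3 RIP, 8 to the WT RIP and 24 to the input, and the distance from ΔRBR to N3 was 82.9% of that from WT to N3.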

We propose that the RBR of SCML2A contributes to its recruitment either by interacting with *trans-*acting RNAs transcribed from distant intergenic loci, or by recognizing *cis*-acting ncRNAs. The latter may include divergent and overlapping antisense ncRNAs that originate downstream of the TSS, some of which have a demonstrated role in gene regulation (Faghihi and Wahlestedt, 2009; Modarresi et al., 2012), or promoter-associated ncRNAs that originate near the TSS of coding genes and are transcribed from the same strand (Kapranov et al., 2007), similar to the ncRNAs reported to bind PRC2 via SUZ12 (Kanhere et al., 2010). We note that despite the examples shown (Figure 6E, Figure 6—figure supplement 1B–E) and several others, we could not detect a significant spatial association between the RIP-seq and ChIP-seq signals at the genome-wide level (data not shown). This might be due to the fact that only a subset of the SCML2-associated ncRNAs act in *cis* or to the intrinsically noisy nature of the RIP-seq signal. Future studies utilizing improved technologies and/or different cellular and genetic tools will be needed to fully characterize the set of SCML2-associated ncRNAs and their mechanism of action.

Using different experimental approaches, we have dissected the molecular interplay of SCML2 and PRC1. We have identified a novel RBR in SCML2 that contributes to its chromatin localization. Along with the recognition of methylated lysines by the MBT domain, the RNA-binding activity of the RBR is required to recruit or stabilize SCML2 on chromatin. We propose that SCML2A is then retained at target genes through the interaction with PRC1 and that, in turn, SCML2A contributes to stabilizing PRC1. We also report that, at a subset of genes, SCML2 appears to enforce repression directly, independent of PRC1 recruitment, via mechanisms that remain to be elucidated.

The identification of SCML2 as a PcG protein that binds RNA and contributes to repression of *Polycomb* targets will help shed new light on the interplay between ncRNAs and epigenetic regulation and on the combinatorial factors that drive the specificity of the diverse PcG complexes in different cellular contexts.

## Materials and methods

### Cell culture, transfections, and fractionation

HeLa (ATCC), HelaS3 (ATCC), K562 (ATCC), and 293T-REx (Invitrogen, Carlsbad, CA) cells were grown in DMEM with 10% FBS, penicillin (100 IU/ml), streptomycin (100 μg/ml), and L-glutamine (300 μg/ml). Cytosolic and nuclear extracts were prepared as previously described (Lecona et al., 2008). The chromatin fraction was either extracted with 8 M urea and 1% Chaps in 50 mM Tris pH 7.9 or solubilized with ammonium sulfate.

Stable transfection of 293T-REx and 293T-REx-luc cells was carried out with polyethilenimine (PEI). The cells were seeded and grown overnight in 10-cm diameter dishes. The next day, 5 μg of plasmid were diluted in 250 μl of 150 mM, and 30 μl of PEI were diluted in 250 μl of 150 mM NaCl. Diluted plasmids and PEI were mixed and incubated for 15 min at room temperature. The mixture was added to the cells and incubated overnight. Next, fresh medium was added to the cells, and they were grown for one additional day. The next day 5 μg/ml blasticidin, 2 μg/ml puromycin (InvivoGen, San Diego, CA), 100 μg Zeocin (Invitrogen), or 1 mg/ml G418 (Sigma-Aldrich, St. Louis, MO) were added individually or in combination, according to the resistance encoded by the plasmid(s) to select resistant clones. Expression of recombinant proteins or shRNAs was induced by adding different amounts of doxycycline for 24 or 48 hr. Lines expressing N3–SCML2A WT, ΔRBR, or empty N3 control were established in two steps. First 293T-REx were transfected with pTRIPZ-V2THS_69827 (Thermo Fisher Scientific, Waltham, MA), and clones were selected with puromycin. The clone displaying the best knockdown efficiency was chosen for further processing and named ‘shL2’. The shL2 clone was then transfected with pINTO-N3, pINTO-N3::SCML2A_WT_ or pINTO-N3::SCML2A_ΔRBR_ and sub-clones harboring both the shRNA and the transgene were selected with puromycin and Zeocin and expanded to yield the final lines utilized for the ChIP-seq and RIP-seq experiments.

Transient transfections of HeLa cells with pINTO-GFP plasmids with the different versions of SCML2A and SCML2B were performed with polyfect (Qiagen, Venlo, Netherlands), following manufacturer's instructions. Transfection of the siRNA for human SCML2 (#5 5′-CCAAACGATCTCCTCAGCAAA, #6 5′-CAGTATGTATTGCTACGGTTA) was performed using lipofectamine RNAimax (Invitrogen) according to manufacturer's instructions.

In some experiments K562 were treated for 48 hr with 160 nM PMA in DMSO (Sigma), 100 µM hemin (Sigma-Aldrich), or vehicle (DMSO) alone as control.

### Plasmids and sequences

The construction of the backbones for pcDNA4/TO-GAL4 and pINTO plasmids has been described previously (Vaquero et al., 2004; Gao et al., 2012). *SCML2A* and *SCML2B* were cloned from human cDNA; truncations and deletions were obtained by PCR.

Details on the oligonucleotides used for this study are reported in Supplementary file 1D.

### Antibodies

Rabbit antibody against SCML2 was generated using an antigen consisting of a central region of SCML2 fused to GST and affinity-purified using the same antigen fused to a 6xHis tag. The following antibodies were used for IP and ChIP experiments: HA (ab9110; Abcam, Cambridge, England), BMI1 (A301-694A; Bethyl, Montgomery, TX), RING1B (A302-869A; Bethyl), GAL4 (06-262; Millipore). Antibodies against GST (sc-33613; Santa Cruz Biotechnology, Santa Cruz, CA) or RBP1 (Reinberg lab) were used for Western Blots.

### RNA immunoprecipitation

Nuclear extracts were obtained using an established protocol (Dignam et al., 1983) with minor modifications to minimize RNAse activity. Briefly, cells were washed with PBS and with Buffer A (10 mM Tris pH 7.9_4°C_, 1.5 mM MgCl_2_, 10 mM KCl, protease inhibitors, phosphatase inhibitors) and lysed in Buffer A with 0.2% IGEPAL CA-630 for 5 min on ice. Nuclei were isolated by centrifugation at 2,500×*g* for 5 min and lysed in Buffer C (20 mM Tris pH 7.9_4°C_, 25% glycerol, 400 mM NaCl, 1.5 mM MgCl_2_, 10 mM EDTA, 0.4 µ/µl murine RNAse inhibitor, protease inhibitors, phosphatase inhibitors) for 30 min at 4°C. Lysates were cleared at 20,000×*g* for 30 min.

For IP, lysates were diluted to 1 mg/ml in RIP buffer (20 mM Tris pH 7.9_4°C_, 200 mM KCl, 0.05% IGEPAL CA-630, 10 mM EDTA), cleared by centrifugation at 20,000×*g* for 10 min, and incubated with a depleting amount of antibody (predetermined with titration experiments) for 3 hr at 4°C. Immunocomplexes were recovered by incubating for 1 hr at 4°C with 7 µl of protein G-coupled Dynabeads (Invitrogen) per µg of antibody used. Beads were washed in RIP-W buffer (RIP buffer without EDTA and with 1 mM MgCl_2_) twice and incubated with 2 U of TURBO DNase (Life Technologies, Carlsbad, CA) in 20 µl RIP-W buffer for 10 min at room temperature, to eliminate potential bridging effects of protein–DNA and RNA–DNA interactions. After two additional washes in RIP-W buffer RNA was eluted from the beads with TRIzol and collected by precipitation with isopropanol. Residual DNA was removed with TURBO DNAse for 20 min at 37°C.

### Recombinant protein expression and purification

GST fusion proteins were expressed in BL21(DE3) cells for 16 hr at 16°C and purified using a glutathione–sepharose column. The column was washed extensively with 50 mM Tris pH 7.5, 50 mM NaCl, and the proteins were eluted in the presence of 10 mM glutathione. The purified proteins were dialyzed against 50 mM tris pH 7.5, 50 mM NaCl and 10% glycerol.

### In vitro RNA binding assays

Single-stranded DNA fragments were commercially synthesized (IDT) and annealed to generate double-stranded species. Single-stranded RNA were in vitro transcribed with the HiScribe kit (New England Biolabs, Ipswich, MA) and purified by size exclusion on mini Quick Spin columns (Roche, Penzberg, Germany) followed by TRIzol (Invitrogen) extraction and isopropanol precipitation. *HOTAIR* RNA fragments were obtained from a construct kindly gifted by H Chang (Stanford).

For the binding assays, GST-tagged proteins and protein fragments were incubated with RNA or DNA in 100 µl RIP-W buffer (20 mM Tris pH 7.9_4°C_, 1 mM MgCl_2_, 0.05% IGEPAL CA-630) with the addition of 2 U/µl murine RNAse inhibitor (New England Biolabs) for 1 hr at 4°C. Protein–RNA complexes were precipitated by adding 10–20 µl of glutathione-coupled beads (Qiagen) for 30 min at 4°C. After three washes with RIP-W buffer, proteins were eluted from the beads with Laemmli sample buffer and nucleic acid with TRIzol or phenol/chloroform/isoamyl alcohol. RNA and DNA were resolved on polyacrylamide/urea gels and visualized with SYBR gold (Invitrogen).

### Electrophoretic mobility shift assays (EMSAs)

The GST-tagged RBR corresponding to residues 256–330 of human SCML2 was purified as described above. In some cases, the GST tag was cleaved off with prescission protease (GE Healthcare, Little Chalfont, UK) and residual uncleaved protein removed with a GST column. The 1–300 fragment of HOTAIR and a 200-nts construct spanning the 601 nucleosome positioning sequence were obtained by in vitro transcription. In vitro*-*transcribed HOTAIR was end-labeled with [^32^P]-γ-ATP and purified by phenol–chloroform extraction. RNA was refolded prior to EMSA assays by heating at 95°C for 5 min in BTE buffer (10 mM bis-tris pH 6.7, 1 mM EDTA) then incubating on ice and room temperature for 5 min each. Double-stranded DNA encoding *HOTAIR* 1–300 was generated by PCR. Nucleosome core particles were generated by salt dialysis of recombinant histone octamers and a 147-bp fragment corresponding to the 601 nucleosome positioning sequence, as described (Voigt et al., 2012). Dialysis was performed as a gradient of 2–0.4 M NaCl overnight at 4°C, followed by dialysis into TE buffer. Recombinant wild-type *Xenopus laevis* core histones were purified from *E. coli*.

Protein and nucleic acid were co-incubated for 30 min on ice in 10 mM HEPES pH 7.9, 100 mM KCl, 0.5 mM EDTA, 5% glycerol, 0.25 mg/ml BSA, and 400 U/ml murine RNAse inhibitor (New England Biolabs). 50 ng of RNA, double-stranded DNA, or nucleosomes were incubated with 70–140 ng of GST or GST-fused RBR, or 17–35 ng of RBR without GST in 15-µl binding reactions. Samples were loaded onto 4% acrylamide mini gels pre-run for 1 hr at 100 V in 0.5x TGE (12.5 mM Tris pH 8.8, 95 mM glycine, 0.5 mM EDTA). Electrophoresis was performed for 2 hr at 100 V at 4°C. Gels were stained with SYBR gold (Invitrogen) and documented with a LAS-4000 imaging system (GE Healthcare). Radiolabeled RNA was detected using a phosphoimaging screen (GE Healthcare).

### Nucleosome pull-downs

Nucleosome core particles were reconstituted on biotinylated 147-bp 601 DNA. Streptavidin agarose beads (Millipore, Billerica, MA) were blocked with 1% BSA in pull-down buffer (10 mM HEPES pH 7.9, 100 mM KCl, 0.5 mM EDTA, 5% glycerol, 0.01% NP-40, 400 U/ml murine RNAse inhibitor) for 4 hr at 4°C. Binding reactions containing 1 µg of nucleosomes, 1 µg of RBR, and varying amounts of *HOTAIR* RNA (100–400 ng) were incubated on ice for 30 min and then with the blocked beads for 3 hr at 4°C. After two washes, beads from each reaction were divided for western blot and RNA analysis. RNA was purified with TRIzol (Invitrogen) and analyzed by non-denaturing acrylamide gel electrophoresis. Proteins were eluted by boiling in 1x SDS loading buffer and analyzed by Western blot with histone H3 and GST antibodies.

### Luciferase assay

5 × 10^4^ 293T-REx-luc cells stably transfected with pcDNA4/TO::GAL4-SCML2A or SCML2B were seeded in 24-well plates. The cells were incubated for 24 hr in the presence of different doxycycline concentrations or the equivalent amount of ethanol as a control. After washing twice with PBS, the cells were resuspended in 100 mM potassium phosphate pH 7.8 containing 0.2% triton X-100, and lysed for 15 min at 4°C with agitation. Cell debris was removed by centrifugation at 20,000×*g* for 10 min, and the supernatant was assayed for luciferase activity using a luciferase assay system according to manufacturer's instructions (Promega, Madison, WI).

### Fluorescence microscopy

48 hr after transfection, cells were washed three times and fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. After washing twice with PBS and twice with water, the cells were mounted using SlowFade with DAPI (Invitrogen) and imaged using an Axiovert 200 M inverted microscope (Zeiss, Oberkochen, Germany).

### Purification of TwinStrepTag-tagged proteins

30 mg of solubilized nuclear pellet from 293T-REx expressing FS-SCML2A or SCML2B, wild-type or ΔRBR were diluted in 10 ml of 50 mM Tris pH 7.5 with 200 mM NaCl and incubated with 600 μl of Strep-Tactin resin (IBA, Göttingen, Germany) for 1 hr at 4°C with constant agitation. The resin was allowed to settle and the flow-through was collected. The columns were washed with 10 ml of 50 mM Tris pH 7.5, 300 mM NaCl, and 0.1% Igepal CA630 (Sigma), and then with 4 ml of 50 mM Tris pH 7.5, 200 mM NaCl. The proteins bound to the resin were eluted in denaturing loading buffer and analyzed by mass spectrometry.

### Chromatin immunoprecipitation

Cells were fixed in DMEM containing 10 mM Hepes, pH 7.6, 1% formaldehyde, 15 mM NaCl, 0.15 mM EDTA and 0.075 mM EGTA, for 10 min at room temperature. The reaction was quenched with 0.125 M glycine for 5 min at room temperature. After washing with PBS, cells were collected, and the pellet was lysed in 50 mM Hepes, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% Igepal CA630, and 0.25% Triton X-100. After centrifugation, isolated nuclei were washed once in 10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA, then resuspended in 10 mM Tris pH 8.0, 1 mM EDTA, 0.5 mM EGTA and 0.5% N-Lauryl Sarcosine, and sonicated using a Diagenode Bioruptor to an average chromatin size of 200 bp. Chromatin was diluted to 150–200 μg/300 μl in 10 mM Tris pH 8.0, 1 mM EDTA, 600 mM NaCl and 3% Triton X-100, the antibodies were added (4–8 μg) and incubated at 4°C overnight. Protein G Dynabeads (Invitrogen) were blocked with BSA, and 20–40 μl of beads were added to each IP. After 1 hr of incubation at 4°C, the beads were washed five times with 750 μl of 25 mM Hepes pH 7.6, 1 mM EDTA, 0.1% N-Lauryl Sarcosine, 1% NP-40, and 0.5 M LiCl. After a final wash with 750 μl of 10 mM Tris pH 8.0, 1 mM EDTA and 50 mM NaCl, the beads were resuspended in 100 mM sodium bicarbonate, 200 mM NaCl, and 1% SDS. 1 μg of proteinase K was added to each sample, the chromatin was incubated 15 min at room temperature and the cross-linking was reversed at 65°C for 16 hr. 10% of the input was treated in parallel. The DNA was extracted using a PCR purification kit (Qiagen).

### Library construction

Libraries for ChIP-seq were prepared according to manufacturer's instructions (Illumina, San Diego, CA) and as described (Asp et al., 2011). Briefly, IP'ed DNA (∼5 ng) was end-repaired using End-It Repair Kit (Epicenter, Madison, WI), tailed with deoxyadenine using Klenow exo^−^ (New England Biolabs), and ligated to custom adapters with LigaFast (Promega). Fragments of 300 ± 50 bp were size-selected and subjected to ligation-mediated PCR amplification using Phusion DNA polymerase (New England Biolabs). Libraries were quantified by qPCR using primers annealing to the adapter sequence and sequenced at a concentration of 7 pM on an Illumina Genome Analyzer IIx or 10 pM on an Illumina HiSeq. In some cases barcoding was utilized for multiplexing.

For RIP-seq libraries, polyA+ RNA was isolated using Dynabeads Oligo(dT)_25_ (Invitrogen) beads and constructed into strand-specific libraries using the dUTP method (Parkhomchuk et al., 2009). Once dUTP-marked double-stranded cDNA was obtained, the remaining library construction steps followed the same protocol as described above for ChIP-seq libraries.

### ChIP-seq, RNA-seq, and RIP-seq analysis

ChIP-seq analysis was performed as described before with modifications (Gao et al., 2012). Sequenced reads from ChIP-seq experiments were mapped with Bowtie using parameters –v2 –m4 (Langmead et al., 2009). Normalized genome-wide read densities were visualized on the UCSC genome browser (http://genome.ucsc.edu). Enriched regions (ERs) were identified using MACS 1.40rc2 (Zhang et al., 2008) using default parameters requiring at least 10 reads per ER and an unadjusted p*-*value <10^−5^. GO analyses were performed with DAVID (Huang da et al., 2009) and GREAT (McLean et al., 2010). Heatmaps were generated in R.

RIP-seq and RNA-seq reads were mapped to the reference genome with Bowtie using parameters –v2 –m40. Normalized genome-wide read densities for each strand separately were visualized on the UCSC genome browser. Reads were assigned to genes using DEGseq (Wang et al., 2010a) and either the ENSEMBL annotation or the lincRNA catalog (Cabili et al., 2011) made available by the Broad Institute. DEG identification was performed with the R package DEseq (Anders and Huber, 2010).

### Sequencing data

All sequencing data is available in the NCBI GEO as SuperSeries GSE38275.

How the deposited data were processed for this re-analysis (not part of the article)

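RNA recovered with SCML2 was measured by RIP-seq in 2 human cell lines. In HEK293T-REx there were 4 libraries: an input, and HA RIPs from cells with the N3 tag alone, N3–SCML2A WT and N3–SCML2A ΔRBR. In K562 there were 6: an input and a RIP for endogenous SCML2 after 48 hr with DMSO, 100 µM hemin or 160 nM PMA. Each condition had one library. All 10 libraries were assigned to conditions from the sample labels and the paper, and the columns of the K562 table carry the sample titles. The columns for HEK293T-REx have short names, input, N3, L2A and L2Ad. L2A was read as SCML2A and L2Ad as SCML2A ΔRBR from the titles of the samples, which is an inference.

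The authors mapped reads with Bowtie (up to 2 mismatches and up to 40 placements per read) and assigned them with DEGseq to the Ensembl annotation (release 70 by the table's title) or to the lincRNA catalog of Cabili et al.. The versions of these tools and the use of strand in counting are not named in the paper's text. The genome build is given as hg19 by the title of the K562 table, and positions are those the authors list for the catalog, whose 8195 identifiers are the same in both lincRNA tables. The deposited counts are raw reads per gene. The deposited RPKM values were made by the authors from these counts with one library total per library, since the ratio of count to RPKM differed between libraries by one factor. A read with several placements could be counted at more than one gene, so genes with near-identical copies and overlapping genes are uncertain.

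Of 3 tables, the table of Ensembl genes for HEK293T-REx held 55734 rows. Rows with a repeated identifier (68) were merged, which left 55666 genes. Gene symbols came from the table, and 27233 genes had none. RefSeq gene names of GRCh38.p14 were matched by symbol or synonym, for 28177 genes, of which 18896 were protein-coding, and were used only for gene type.

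The main values were the deposited RPKM. The plan written before the data were examined named 2 scales for K562, the values as deposited and, if a table held counts, counts divided by the total of the table. The first was kept as the main scale, since lincRNA reads are only part of a library, and the second was run as an alternative. Principal component analysis used log2(RPKM + 1) of lincRNAs above 0 in at least 1 library, centred and not scaled, and distances were Euclidean over the same values. A feature was specific to a library with an RPKM of at least 0.5 and a log2(RPKM + 0.1) at least 1 above every other library. K562 enrichment was log2 of RIP over input RPKM without a pseudocount, over lincRNAs above 0 in all 6 libraries, and treatment-specific lincRNAs had an enrichment above 0 and at least 1 above both other treatments. Named lincRNAs were the 3 with the largest log2 ratio among those specific to the WT RIP and the 3 with the largest difference among the PMA-specific ones. Named genes were SCML2, HOTAIR and the loci of Fig. 6E and its supplement, as set before the data were examined. XLOC_008185, XLOC_003181 and the HOXC genes were named after their values had been seen.

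Without replicates, no test between the conditions of HEK293T-REx or between the treatments of K562 was possible. edgeR and DESeq2, which need replicates to estimate the spread, were not run. A comparison of RIP with input in K562, paired by treatment, was not run either. The paper names the DESeq package for its differential expression. Exact binomial tests (two-sided, Benjamini-Hochberg adjustment) compared reads of 2 libraries, given their depths. Shares carry 95% Wilson intervals. Counting error of principal component shares and distances was taken from 200 Poisson redraws of the counts. Intervals, redraws and tests cover counting error only, as PCR reads without molecular identifiers are not independent molecules.

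Alternatives set before the data were examined were other pseudocounts, other limits on low values, scaling of each lincRNA to unit variance, rescaling by the median ratio over features above 0 in all libraries, and centring of K562 enrichment values. Added after the data had been examined, and with Fig. 6C and the paper's number of K562 lincRNAs in view, were distances in the plane of PC1 and PC2, an unscaled and a scaled analysis for each remaining combination of pseudocount and lincRNA set, limits on the reads or RPKM of K562 lincRNAs, comparisons of pairs of RIPs after rescaling, and the subset of protein-coding genes. Limits on the mean or highest RPKM of K562 lincRNAs were looked at as well and are not reported here. An alternative was taken to have changed a count when it moved it by over 1.5 times, and a share or distance when it moved it by over 1.96 SD of the redraws.

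The rules and the binomial test were tested on simulated counts drawn from the real means and depths, with 200 features raised 8-fold. The rule for libraries recovered 200 of them with 0 unchanged features called among 903 features in all. The rule for treatments recovered 200 with 2 unchanged features called among 921, and the binomial test 200 with 6 unchanged features called among 921. Features with few reads were left out here, the RPKM minimum was not applied, and only counting error was drawn. These numbers therefore do not hold for lincRNAs with few reads or for smaller changes. In the simulation of the K562 set with a shared enrichment per lincRNA, counting noise gave a mean of 47.3 PMA-specific lincRNAs (28 to 69). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.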

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

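The tests of lincRNA dropout, of lincRNAs by their reads, of the HOXC genes, of genes at the level of HOTAIR and of gene length were chosen after the results they bear on had been seen. No library had a replicate.

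The ΔRBR RIP had 79 specific lincRNAs, against 34 in the N3 RIP, the control without SCML2, a signal in a library whose lincRNAs the paper does not list. Rescaling by the median ratio left 42 against 24. For this excess 3 technical explanations were tested and none was excluded. First, the reads may be copies of few starting molecules. Where the median of the other 3 libraries gave an expectation of 3 to 10 reads, 44.4% of lincRNAs had 0 reads in the ΔRBR RIP (95% Wilson interval 40.4% to 48.5%), against 27.2% (23.7% to 31.0%) in the N3 RIP, 22.8% (19.2% to 26.9%) in the WT RIP and 12.0% (9.51% to 14.9%) in the input, while Poisson counting gave about 1.01%. This test was run in 3 versions. With the mean of the other libraries as the expectation, which was the first version, the shares were 52.1% for ΔRBR, 52.2% for N3 and 51.4% for WT and showed no difference. With the lowest of the other libraries they were 28.0% for ΔRBR, 10.3% for N3 and 6.20% for WT. Second, genomic DNA could add reads. Over 4551 Ensembl genes with 0 reads in the input, reads per length and depth in the ΔRBR RIP were 2.79 times those in the N3 RIP, and 0.733 times in the WT RIP. The methods include DNase treatment of the beads and of the RNA. Across these genes, Spearman's rho of reads and gene length was 0.27 in the ΔRBR RIP, −0.0036 in the N3 RIP and −0.019 in the WT RIP, and detected genes had a median of 9 reads in the ΔRBR RIP against 3 and 2. Last, lincRNAs with few reads may carry the excess. Among lincRNAs with at least 50 reads in the library itself, 24 were specific to the ΔRBR RIP and 15 to the N3 RIP, from 100 reads 13 and 9, and from 200 reads 4 and 3. At these limits ΔRBR stayed ahead, by less than the counting spread of these numbers, which are too few to decide. The excess was all but gone from an RPKM of 2, with 9 and 8. Among lincRNAs with at least 50 reads on average, it was gone, with 8 and 8. It remained from an RPKM of 0.1, with 358 and 125, and with a pseudocount of 1, with 9 and 2. These explanations are not exclusive. RNA that binds SCML2A without the RBR stays open, and no test addressed it. Reads with several placements, which could be counted at more than a single lincRNA, were not tested as a source of the excess either. Of the 79 lincRNAs, XLOC_008785 (chromosome 10, 42383278 to 42391866) and XLOC_008786 (42388476 to 42396474) overlap, so the same reads may count for both.

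HOTAIR (ENSG00000228630), part of which the paper used in binding assays in vitro, had 31.2 RPKM in the ΔRBR RIP, from 7200 reads, against 2.38 in the N3 RIP, 0.712 in the WT RIP and 1.28 in the input. This is a signal outside the lincRNAs the paper discusses in its RIP-seq. Transcription of the whole HOXC cluster, where HOTAIR lies, would raise its neighbors, but the median log2 ratio of the ΔRBR RIP over the N3 RIP across 9 HOXC genes was 0.50 (from −0.49 to 1.14), against 3.66 for HOTAIR. Copies of few starting molecules would give such jumps at other genes. For this, 3779 Ensembl genes were taken with a mean level over the other 3 libraries within 1.5 times that of HOTAIR. Of these, 0 rose as far above the highest of those libraries, and the next reached a log2 ratio of 2.05. Some lincRNAs at lower levels did rise farther in the ΔRBR RIP, such as XLOC_007448 (log2 ratio 5.79, 144 reads against 0) and XLOC_008785 (3.73, 852 reads). Such copies are thus argued against only for genes at the level of HOTAIR. The counts per gene do not show where in HOTAIR the reads lie. Carry-over of a HOTAIR template or transcript from other experiments, a change of HOTAIR alone in the ΔRBR cell line, for which there was no input of its own, and binding to SCML2A ΔRBR were not tested.

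Ensembl genes specific to the WT RIP numbered 402, against 337 in the N3 RIP, 481 in the ΔRBR RIP and 1862 in the input, in a table that the paper does not report on for HEK293T-REx. At a minimum of 0.1 RPKM the order of WT and N3 turned, with 665 and 722. The excess of WT was larger at a minimum of 2 RPKM, with 316 for WT, 114 for N3 and 94 for ΔRBR, and with a pseudocount of 1, with 176, 80 and 97. Among genes matched to a protein-coding RefSeq gene, the numbers were 274 for WT, 54 for N3 and 44 for ΔRBR. The WT RIP favored long genes, and the trend of the ratio to the input over 20 bins of gene length was taken off each RIP. With the overall median of each RIP kept, 441 genes were specific to the WT RIP and 388 to the N3 RIP, a difference of 53 that is within its counting spread of 56.4, where the difference before was 65 with a spread of 53.3. For all genes the length trend therefore cannot be told apart from other explanations. For protein-coding genes it is a candidate explanation, since 21 were then specific to the WT RIP and 82 to the N3 RIP. With the overall shift of each RIP taken off as well, 1323 genes were specific to the WT RIP and 486 to the N3 RIP, against 1474 and 315 with rescaling alone. For protein-coding genes these numbers were 195 and 84, against 1076 and 45 with rescaling alone, so on this scale the trend took away much of the excess but not all of it. A few genes with most of the reads, and RNA bound by SCML2A WT, stay open, and the single library per condition keeps a difference between preparations among the explanations.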

How the results depend on the processing

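No paired analysis was possible because each condition had one library. For the same reason, no library was left out in turn. Of 89 values under an alternative, 18 stayed within the limits set for a change and 71 did not. The causes were not tested, except where stated.

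Principal components of the HEK293T-REx lincRNAs. PC1 held 43.8% and PC2 36.2% of the variance. With a pseudocount of 0.1 the shares were 49.5% and 27.6%, with 0.01 they were 54.2% and 26.6%, with lincRNAs above 0 in all 4 libraries 50.5% and 32.0%, with scaling to unit variance 40.7% and 32.6%, and after rescaling by the median ratio 50.8% and 31.3%. Without a pseudocount, over lincRNAs above 0 in all 4 libraries and with scaling, a combination added after the data were seen, they were 42.2% and 32.7%.

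Distance from the ΔRBR RIP to the N3 RIP as a percent of that from the WT RIP to the N3 RIP. It was 110%, and 134% and 141% with pseudocounts of 0.1 and 0.01, 92.1% over lincRNAs above 0 in all 4 libraries, and 102% after rescaling by the median ratio. The added combination gave 89.7%. The remaining combinations over lincRNAs above 0 in all 4 libraries gave 97.4% (pseudocount 1, scaled), 93.2% and 93.5% (0.1, not scaled and scaled), 94.6% and 90.8% (0.01, not scaled and scaled) and 94.7% (none, not scaled). Scaling over lincRNAs above 0 in at least 1 library gave 110%, and 109.5% and 109.1% with pseudocounts of 0.1 and 0.01. The side of 100% thus followed the set of lincRNAs in each of these settings: above it with lincRNAs missing from some libraries, and below it without them.

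In the plane of PC1 and PC2 the same percent was 174%. It was 828% and 182% with pseudocounts of 0.1 and 0.01, 65.1% over lincRNAs above 0 in all 4 libraries, 360% with scaling and 121% after rescaling by the median ratio. The added combination gave 33.4%. The remaining combinations gave 72.1% (pseudocount 1, all 4 libraries, scaled), 303% and 284% (0.1 and 0.01, scaled), 59.4% and 49.4% (0.1, all 4 libraries, not scaled and scaled), 61.1% and 37.4% (0.01, all 4 libraries, not scaled and scaled) and 59.6% (none, all 4 libraries, not scaled).

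Library-specific features. The 18 lincRNAs specific to the WT RIP became 5 with a pseudocount of 1, 40 from an RPKM of 0.1, 9 from an RPKM of 2 and 82 after rescaling by the median ratio, while a pseudocount of 0.01 gave 19. The WT count was the highest of the 4 libraries only after rescaling, and exceeded that of the N3 RIP also with a pseudocount of 1 (5 against 2) and from an RPKM of 2 (9 against 8). The 402 Ensembl genes specific to the WT RIP became 176 with a pseudocount of 1, 665 from an RPKM of 0.1 and 1474 after rescaling. In comparisons of 2 RIPs, rescaling took lincRNAs higher in WT than in ΔRBR from 54 to 184, those higher in ΔRBR than in WT from 326 to 104, those higher in WT than in N3 from 34 to 124 and those higher in N3 than in WT from 237 to 86. Rescaling removes a median log2 ratio to the input of −0.52 in the WT RIP over lincRNAs and −0.55 over 25282 Ensembl genes. A RIP that is depleted of most RNAs and one with another depth look alike in these values, so neither scale was set aside.

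Detection in the WT RIP. The difference between the top and bottom quartiles of input level, 50.7 percentage points, was 90.1 from an RPKM of 0.1. That limit lies between the input levels of these quartiles, so the larger difference follows in part from it. Over all lincRNAs the difference was 76.5, where the bottom group holds the 5254 lincRNAs with 0 reads in the input.

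K562. The 1454 lincRNAs above 0 in all 6 libraries became 906, 701 and 502 with at least 5, 10 and 20 reads in each, and 832, 623, 448 and 255 from an RPKM of 0.05, 0.1, 0.2 and 0.5 in each, limits added after the data were seen. The 215 PMA-specific lincRNAs became 78 and 14 with pseudocounts of 0.1 and 1, 122 over all lincRNAs above 0 in at least 1 library, 92 in the upper part of the set by mean level, 99 with centred enrichment and 83 from 10 reads, and 14 from 10 reads with centred enrichment. With counts divided by the totals of the table, the second scale of the plan, 150 lincRNAs were PMA-specific, 66 DMSO-specific and 58 hemin-specific, and the median log2 enrichments were 0.21 with PMA, −0.03 with DMSO and −0.07 with hemin. PMA had the highest count under each of these. The other treatments had at most 18 with the pseudocounts, over all lincRNAs and in the upper part of the set, 80 with centred enrichment, 4 from 10 reads and 12 from 10 reads with centred enrichment. The distance from hemin to DMSO as a percent of that from PMA to DMSO, 87.2%, was 77.1% and 65.3% with pseudocounts of 0.1 and 1, 80.0% over all lincRNAs, 79.9% in the upper part of the set, 76.2% from 10 reads and 78.8% from 10 reads with centred enrichment, all below 100%. Pearson's r was highest between PMA and hemin in the full set and highest between hemin and DMSO with either pseudocount, in the upper part of the set and from 10 reads. With depths taken from the totals of the table, lincRNAs higher in the RIP by the binomial test rose from 140 to 286 with DMSO, from 169 to 321 with hemin and from 311 to 428 with PMA, and those lower in the RIP fell from 564 to 285, from 618 to 378 and from 403 to 299. The totals include XLOC_003181, whose share of lincRNA reads was larger in each input than in the matching RIP. Every result on the scale of the totals thus rests in part on this lincRNA.

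Many lincRNAs had few reads or none. At least 1 read was found for 2088 to 2941 of the 8195 lincRNAs per library in HEK293T-REx, and 113 of the 215 PMA-specific lincRNAs rested on under 10 reads in the PMA input.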

Differences from the paper's values

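The paper's heatmap in Fig. 6D holds 668 lincRNAs, and 1454 lincRNAs had at least 1 read in all 6 K562 libraries. None of the alternatives set before the data were examined closed the gap, as 1585 lincRNAs were above 0 in all 3 RIPs and 1986 in all 3 inputs. Limits chosen after seeing the values and with the paper's 668 in view came within 1.5 times of it: 906, 701 and 502 lincRNAs had at least 5, 10 and 20 reads in each library, and 832, 623 and 448 had an RPKM of at least 0.05, 0.1 and 0.2. None of the limits gave 668 itself.

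In the plane of PC1 and PC2, the distance from the ΔRBR RIP to the N3 RIP was 174% of that from the WT RIP to the N3 RIP, against about 25% in Fig. 6C of the paper, read by eye. None of the alternatives set before the data were examined closed the gap, which gave 828%, 182%, 65.1%, 360% and 121%. Over lincRNAs above 0 in all 4 libraries and with scaling to unit variance, it was 33.4% without a pseudocount and 37.4% with a pseudocount of 0.01, both within 1.5 times of the figure, and both chosen after seeing the values and the figure.

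The shares of PC1 and PC2 in Fig. 6C, about 49% and about 30% by eye, were within 1.5 times of those found. The share of PC1 was 49.5% with a pseudocount of 0.1.

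The paper places the WT RIP apart from all other samples in Fig. 6C, along PC1. Here the input lay farthest from 0 on PC1 in the main setting, over lincRNAs above 0 in all 4 libraries and after rescaling by the median ratio, and the ΔRBR RIP with the pseudocounts of 0.1 and 0.01 and with scaling. The WT RIP lay farthest with scaling over lincRNAs above 0 in all 4 libraries, under the pseudocounts of 1, 0.1 and 0.01 and without one, settings chosen after seeing the values.

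The paper describes the RNAs of the ΔRBR RIP as not distinguishable from those of the empty tag. Here the distance between the 2 was 110% of that from WT to the empty tag, and 156 lincRNAs were higher in ΔRBR and 110 in the empty tag. The distance was below that of WT, at 92.1%, over lincRNAs above 0 in all 4 libraries.

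The paper describes specific interactions in the WT RIP. Here 18 lincRNAs were specific to it on the deposited scale, fewer than for each of the other 3 libraries, and 82 after rescaling by the median ratio, more than for each of them.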

Other observations

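The tests of the overall shift with PMA and of lincRNA dropout were chosen after the results they bear on had been seen.

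The ΔRBR RIP lay farther from the N3 RIP than the WT RIP did over all lincRNAs. A candidate explanation is the lincRNAs with few reads: over the 550 lincRNAs with at least 50 reads on average, the distance from ΔRBR to N3 (10.6) was 82.9% of that from WT to N3 (12.8). Over 37638 Ensembl genes it was 86.8% (80.1 and 92.2), and the WT RIP lay farthest from the input, at 168, against 128 for the N3 RIP and 96.9 for the ΔRBR RIP.

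More lincRNAs were PMA-specific in K562 (215) than DMSO-specific or hemin-specific. Counting noise around one shared enrichment per lincRNA was argued against, since 200 simulated data sets had at most 69 PMA-specific lincRNAs. An overall shift of the PMA enrichment values is a candidate explanation for the excess over the other treatments. The median log2 enrichment rose from −0.62 with DMSO to −0.20 with PMA, and with each treatment centred on its median, 99 lincRNAs were PMA-specific against 80 and 79, a difference within the counting spread of these numbers. From 10 reads in every library, 14, 12 and 7 were left. The first form of this test asked that the centred PMA count be no higher than the larger of the other counts, which 99 against 80 did not meet, and the form with counting spread was set afterwards. The shift with counting error alone does not account for the whole number, since simulated data sets with each treatment's shift had at most 126 PMA-specific lincRNAs. Noise between libraries beyond counting error was not simulated, so the shift together with such noise stays open. Whether the shift comes from the RNAs bound by SCML2, from RNA other than lincRNAs in the library totals, or from the libraries was not tested. Lower levels in the input after PMA, rather than higher levels in the RIP, cannot be told apart from a gain in the RIP for these 215 lincRNAs, because they were chosen by the ratio of the 2: 67.0% had a higher RPKM in the PMA RIP than in both other RIPs, 74.0% had a lower RPKM in the PMA input than in both other inputs, and 90 had both.

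Long genes were favored in the WT RIP. Over 18780 Ensembl genes with at least 0.5 RPKM in the input, in 5 groups of equal size from the shortest to the longest, the median log2 ratio of the WT RIP to the input was −1.64, −1.17, −0.86, −0.35 and 0.35. In the N3 RIP it went from −0.66 to −0.01 and in the ΔRBR RIP from −0.41 to −0.20. Across genes, which are not independent replicates, Spearman's rho of gene length and this ratio was 0.446 for WT, 0.218 for N3 and 0.115 for ΔRBR. Gene length here is the one the authors' RPKM implies, up to a constant. No explanation of the trend itself was tested.

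The genes near which the paper shows ncRNAs in K562 were also listed for HEK293T-REx, where their own transcripts are counted. CHD3 (ENSG00000170004) had 38.9 RPKM in the WT RIP, 21.6 in the N3 RIP, 13.8 in the ΔRBR RIP and 12.2 in the input. MLL2 (ENSG00000167548) had 47.1, 18.7, 12.6 and 8.22 in the same order. ADSSL1 (ENSG00000185100) had 1.56, 1.31, 1.20 and 0.429, and ST3GAL4 (ENSG00000110080) 1.13, 1.37, 2.17 and 1.63. HRC (ENSG00000130528) had at most 3 reads in each library.

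The lincRNA with the most reads in the PMA input, XLOC_003181, was depleted in each SCML2 RIP of K562. Its RPKM was 849 in the input and 105 in the RIP with DMSO, 817 and 43.2 with hemin, and 1447 and 72.5 with PMA. In HEK293T-REx it had 1851 RPKM in the input, 625 in the N3 RIP, 180 in the WT RIP and 729 in the ΔRBR RIP. The N3 RIP, the control without SCML2, thus also had less of it than the input, so its depletion is not particular to SCML2.

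The share of lincRNAs with 0 reads where the lower of the 2 other libraries of the same kind gave an expectation of 3 to 10 was between 2.23% and 8.74% in the 6 K562 libraries, against 28.0% in the ΔRBR RIP of HEK293T-REx by the lowest of the other 3 libraries.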
